# On the Crucial Cerebellar Wound Healing-Related Pathways and Their Cross-Talks after Traumatic Brain Injury in *Danio rerio*

**DOI:** 10.1371/journal.pone.0097902

**Published:** 2014-06-13

**Authors:** Chia-Chou Wu, Tsung-Han Tsai, Chieh Chang, Tian-Thai Lee, Che Lin, Irene Han-Juo Cheng, Mu-Chien Sun, Yung-Jen Chuang, Bor-Sen Chen

## Abstract

Upon injury, the direct damage and the subsequent secondary injury in the brain often result in chronic neurological disorders. Due to multifactorial nature of secondary injury and subsequent complex cellular responses, much of the underlying mechanisms are unclear. This study used an adult zebrafish cerebellum injury model to investigate the phenotypes and the secondary injury responses for recovery mechanisms of injured brain. Using the time course microarray analysis, a candidate protein-protein interaction (PPI) network was refined as cerebellar wound healing PPI network by dynamic modeling and big data mining. Pathway enrichment and ontological analysis were incorporated into the refined network to highlight the main molecular scheme of cerebellar wound healing. Several significant pathways, including chemokine, Phosphatidylinositide 3-kinases, and axon guidance signaling pathway and their cross-talks through PI3K, PAK2, and PLXNA3 were identified to coordinate for neurogenesis and angiogenesis, which are essential for the restoration of the injured brain. Our finding provides an insight into the molecular restoration mechanisms after traumatic brain injury, and open up new opportunity to devise the treatment for traumatic brain injury in human.

## Introduction

Traumatic brain injury (TBI), also known as intracranial injury, is a major cause of death and disability worldwide, especially in children and young adults. Recent data have shown that approximately 1.7 million people sustain a TBI annually in the United States [1]. TBI is caused by an impact on the head or a penetrating head injury that disrupts normal brain function. Upon injury, the direct damage and the subsequent secondary injury in the brain often results in chronic neurological disorders. The multifactorial nature of secondary injury after brain injury is characterized by a complex multi-cellular process that involves apoptosis, inflammation, proliferation of glial cells and increased progenitor cell activity, which can lead to an increase in neurogenesis [2]. However, much of the underlying molecular restoration mechanisms are still unclear and this leads less effectively therapeutic strategies for TBI in human.

The central nervous system (CNS) is crucial to the most organisms. Once damaged, there would be lethal effects if it cannot be healed or regenerated. Recently, advances in neuroscience research have led to the development of innovative therapeutic strategies that aim to regenerate damaged CNS. Tissue regeneration is one of the most interesting biological phenomena. However, the molecular and cellular mechanisms by which regeneration takes place are still unclear [3]. The ability to regenerate lost or damaged parts of the central nervous system (CNS) is seen in varying degrees in many organisms. In the past, the adult mammalian CNS was viewed as a system without the capacity for regeneration once damaged [4]. In contrast to mammals with their limited ability to regenerate CNS as adults, *Danio rerio* (zebrafish) can constitutively produce new neurons along the rostrocaudal brain axis throughout its lifespan. Other organs also have an extensive regenerative capacity and respond to injuries such as trauma, lesion and ischemic episodes by producing new tissues to replace the lost ones. Adult zebrafishs have the extraordinary ability to regenerate their damaged fins, skin and heart [5], [6]. Furthermore, they can regenerate several organs or tissues in the nervous system: spinal cord, photoreceptor, retina, cerebellum and optic nerve [6]–[11]. This feature of the adult zebrafish brain relies on the presence of neural stem cell niches that enable stem cells to continuously proliferate, and on a permissive environment for neurogenesis in the brain [12]. Additionally, the zebrafish immune system is also remarkably similar to mammalian immune systems. Overall, the zebrafish genetic map demonstrates a highly conserved synteny, similar to the human genome [13]. To this end, the zebrafish has emerged as a powerful vertebrate model for elucidating the molecular and cellular mechanisms of regeneration [5], and numerous studies have already used this species to study the regeneration of the nervous system [12].

In the present study, the schematic diagram of TBI experiment on zebrafish by stab lesion is established and the gene expression levels are measured through time course microarray experiments from injury to recovery stage. With the time-course microarray experiments, the molecular mechanisms of the cerebellar wound healing are studied using the dynamic network modeling [14]. The dynamic network model integrates the information from various protein-protein interaction (PPI) databases and the time-course microarray data in this study. The resultant PPI network serves as a basis to illustrate the molecular mechanisms of cerebellar wound healing. Meanwhile, the evolution of behavior of zebrafish from injury to recovery is observed under the confocal microscope, video-recorded, and quantitatively analyzed to measure the degree of disability caused by the injuries. This analysis would be helpful to focus on those genes involving the recovery process if a high correlation is shown between the gene expression profile and the ZMI. According to the gene expression profiles and the ZMI, we focus on three groups of genes, i.e., the acutely activated, positively correlated, and negatively correlated to ZMI groups. To extract knowledge from the time-course expression data, several systems biology tools, e.g. STEM [15] and PANTHER [16], were adapted in this study besides the dynamic network modeling. Several significantly enriched pathways in the above three groups are identified, e.g. chemokine signaling pathway (inflammation-related), Phosphatidylinositide 3-kinases (PI3K) signaling pathway (cell cycle-related), and axon guidance pathway. Then, using the dynamic cellular PPI network as a backbone, the cross-talks to coordinate with these pathways during the recovery process and the schematic diagram of wound healing-related cellular pathways are also presented in this study. Plausible nodes within the network of signaling pathways of the injured cerebellum were PI3K, PAK2, and PLXNA3 for coordination of neurogenesis and angiogenesis, which are essential for the restoration of injured brain. Moreover, we found these pathways may stimulate sub-networks important for neurogenesis and angiogenesis.

These findings not only confirm that our methods were successful, but also improve the confidence on the wet experiment design employed. Some interactions, such as cross-talks to coordinate among pathways for wound healing, were identified in this study, which will aid in deciphering these complex molecular restoration mechanisms in the future. Our finding provides an enhanced understanding of the molecular restoration mechanisms after a traumatic event to the brain, and open up new opportunity to devise treatment for traumatic brain injury in human.

## Materials and Methods

### Stab lesion assay and time course microarray experiments in zebrafish TBI model

Zebrafish line (Tg(kdr:EGFP)) and wildtype were used to perform the stab lesion assay, microarray, and behavior video tracking experiments. The body length of all zebrafishes used in this study were 2.8–3.8 cm. Before the stab lesion assay, the zebrafishes were kept under a light cycle of 14 h light and 10 h dark at a temperature of 28°C. In the stab lesion assay, six-month-old adult zebrafish were anesthetized by immersion in the aquarium water in which 200 ppm tricaine (MS222; Sigma, St. Louis, MO, USA) is dissolved for 5 minutes. A syringe (27G; Thermo Scientific, USA) was punched vertically through the cranial surface into the zebrafish cerebellum to a depth of 1.5 mm (Fig. 1). There are 3 large scales on the skull, which perfectly match with the positions of 2 optic tectum hemispheres and the cerebellum. The accumulating pigment around the 3 scales could also help us locate the lesion site of the wild-type zebrafish's brain. The injury depth is controlled by wrapping the needle with plastic tube and only left 1.5 mm needle tip for stabbing. Also the lesion depth with sagittal brain sections is examined (see Fig. S1 in File S1). The injured zebrafish were then put back into fresh aquarium water for recovery. Zebrafish that had apparently ceased bleeding were selected for the subsequent experiments. The control group is not anesthetized. Every fish in the experiment is only anesthetized with tricaine to cause the lesion except the control animals. The tricaine anesthetization is the standard procedure in zebrafish experiments. After lesion, the whole sample preparation process does not use any anesthetic drugs. Before they were sacrificed, we used ice-cold water to immobilize them and quickly dissected the cerebellum out. The dissected cerebellum was collected into a 1.5 ml microcentrifuge tube with 200 µl TRIzol (Invitrogen, Carlsbad, CA, USA) (8 cerebellums per tube). After homogenization, we filled each tube with TRIzol up to 1 ml. After lesion, the whole sample preparation process does not use any anesthetic drugs. Therefore, the anesthetic process will not cause much influence on the gene expression profiles. The experimental procedures were approved by the committee for the use of laboratory animals at National Tsing-Hua University (IACUC number: 10140).

**Figure 1:**
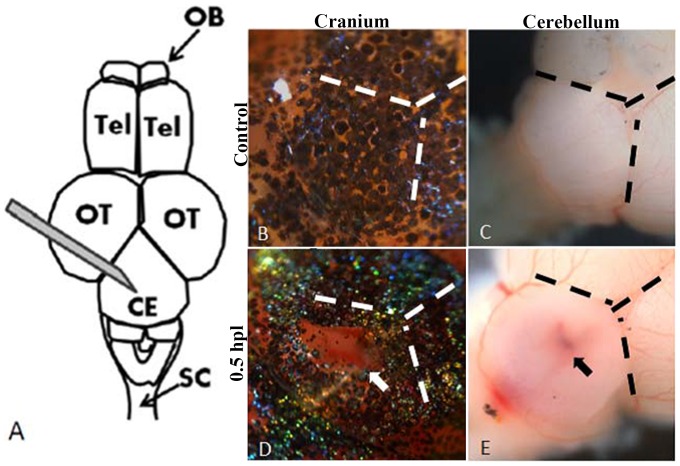
The diagram of the stab lesion assay. A: Schematic diagram of the stab lesion. A 27G syringe was used to create a cranial wound of depth 1.5 mm in the cerebellum (OB, olfactory bulb; Tel, telencephalon; OT, optic tectum; Ce, cerebellum; SC, spinal cord). B–E: Bright field images of the cranium (B, D) and exposed brains (C, E) of control fish and after the stab lesion. B and C show intact cranium and cerebellum of the control (no stab lesion) and D and E show the injured cranium and cerebellum of an experimental animal at 0.5 hour post-lesion (hpl). The fresh wound can be seen clearly on both the cranium and the cerebellum (D, E; the white arrow shows the lesion site on the cranium and the black arrow shows the wound on the exposed cerebellum).

For the microarray experiments, zebrafish were euthanized by prolonged immersion in ice-cold water. Then, the zebrafish were dissected quickly to harvest the brains. Each dissection took approximately 4 minutes. A surgical knife was used to cut out the cerebellums. The separated cerebellums were kept in RNAlater (Ambion, Inc., Austin, TX, USA). We collected the cerebellums at the following time points: Control (no injury), 0.25, 1, 3, 6, 10, 15, 21 and 28 days post-lesion (dpl) (The recovery process is also monitored using immunohistochemistry staining; see Fig. S2 in File S1.). At each time point, the sample consisting of eight cerebellums from male zebrafishes. Microarray analysis of the samples was conducted by WELGENE Biotech CO., LTD. The quality assurance and quality control data for the samples are shown in Table S1 (in File S1). The regeneration of cerebellum and the time course microarray data in the cerebellar wound healing process are shown in Fig. 2. The microarray dataset discussed and used to reconstruct the PPI network in this study can be retrieved as Dataset GSE56375 from the NCBI GEO repository website (http://www.ncbi.nlm.nih.gov/geo/).

**Figure 2:**
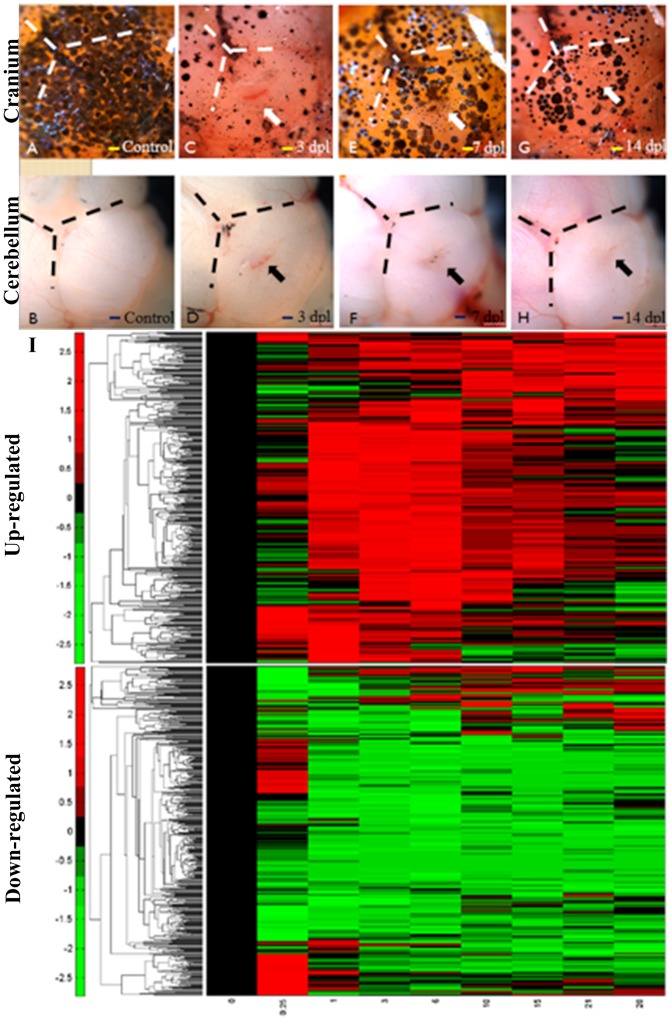
Regeneration of cerebellum at different day-post-lesion and the time-course microarray data in cerebellar wound healing process. A-H: Bright field images of the craniums (A, C, E, G) and cerebellums (B, D, F, H) at different time points post lesion. The cranial and cerebellum were intact before stab lesion (A, B). At 3dpl, the wound can be seen on the cranial and cerebellum. (C, D) At 7dpl, the cranial is seal and scar is observed in the cerebellum. (E, F) At 14 dpl, the scar was hardly seen. (Scale bar, 100 µm.). (I) The differentially expressed genes (≥1.5 or ≤0.67 fold change) are hierarchically clustered (5839 genes). Columns represent the day-post-lesion (dpl), and the rows represent the genes. The blocks indicate temporally up-regulated and down-regulated genes, respectively. The color bar represents the log value of the ratio relative to the intensity at 0 dpl.

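At 0.25 dpl, genes of the immediate early response stood far above the uninjured control cerebellum on the log2 scale. The stress transcription factor atf3 was higher by 4.70, and the activity-induced transcription factors egr2a, egr3, fosab and fosb were higher by 3.83, 3.75, 3.70 and 3.50. The iron hormone hamp was higher by 4.44, the metalloprotease adam8a by 3.89, the lectin cd22 by 3.58, pdk2b, a kinase that restrains pyruvate dehydrogenase, by 3.57 and bzw1b by 3.46. At 28 dpl, the log2 ratio of atf3 was 1.29 and that of adam8a 0.30. The median of 28 immediate early genes was 1.23 there, close to its 1.38 at 0.25 dpl. The lowest ratios at 0.25 dpl belonged to the yolk precursor vtg1 (−7.76), the sulfate transporter slc13a1 (−3.19), ccdc141 (−3.14), the liver fatty acid binding protein fabp10a (−3.02), cki (−2.84), the apolipoproteins apobb.1 (−2.65) and apoa2 (−2.63), the retinal genes rpe65a (−2.58) and pde6c (−2.53), and mhc1ze (−2.52). The ratio of vtg1 lay between −8.79 and −7.40 at every time point: its log2 signal was 13.12 on the control array and at most 5.71 on any other array. Some other liver transcripts, such as fabp10a, were also highest on the control array. Others, such as apobb.1, were not. Of 13765 measured genes, 6439 were at or above 1.5-fold or at or below 0.67-fold of control at 1 or more of the 8 time points, 4092 of them higher and 3017 lower at some time point. The balance depends on the scaling: median centring gave 3628 higher and 3932 lower, and the unscaled table 6743 and 1454. The count for both directions together was 2272 at 0.25 dpl (1209 higher and 1063 lower), 2672 at 1 dpl, 2614 at 3 dpl, 2891 at 6 dpl (1766 higher and 1125 lower), 2096 at 10 dpl, 2466 at 15 dpl, 2040 at 21 dpl and 2027 at 28 dpl (1231 higher and 796 lower). Each time point is 1 array of 8 pooled cerebella, so these ratios have no replicate error and no test, and all of them share the 1 control array. With an offset of 50 added after another background correction, 3877 genes passed, and at thresholds of 2-fold and 0.5-fold, 2668 passed.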

### Zebrafish Movement Index (ZMI) experiments

For the ZMI experiments, zebrafish were placed in a glass tank (18×12×15 cm) filled with 2.5 L aquarium water. For each time point, 3 male adult zebrafish (with body length ranging from 2.8 to 3.8 cm) were transferred to the observation tank. Behavior was recorded with a video camera (HDR-XR200; Sony, Japan) which was placed above the tank and set to record trails of 5 minutes duration (Fig. 3A–C). The first video of zebrafish behavior was recorded after placing the zebrafish in aquarium water for 25 minutes, and the second video of zebrafish behavior was recorded after a 10 minutes break. We have chosen three behavioral patterns as criteria for evaluating the movement of zebrafish, including total swimming distance (distance index, DI), single direction turning (turn direction index, TDI), and turning angle (turn angle index, TAI) [17], [18]. The formulae of each index are in the following with the notations: C and I stand for control and injured fish, respectively.

**Figure 3:**
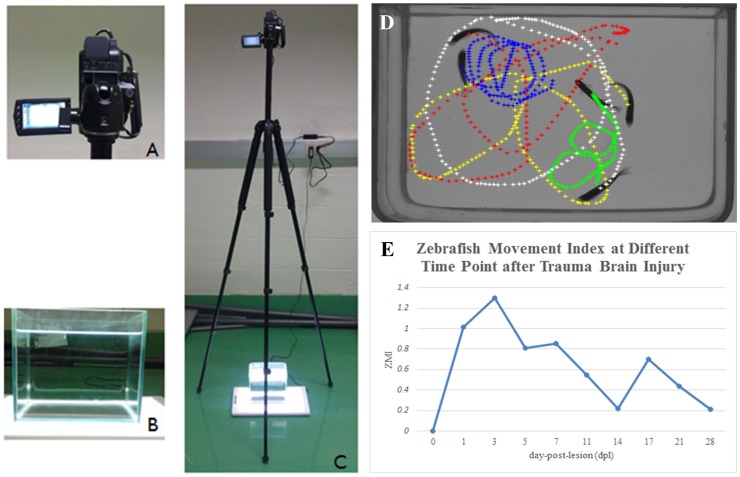
Equipment setup for behavior analysis. A: Close-up views of the video camera. B: Close-up views of the aquarium. C: The camera and aquarium setup. D: Swim sample paths of zebrafish after TBI. E: Quantitative behavior index (zebrafish movement index, ZMI) of injured zebrafish describes the degree of disability in the behavior of the injured zebrafish. The greater the index value, the greater the degree of disability.

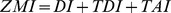
where
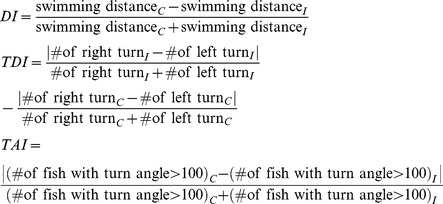

Note that the values of the three indices are between 0 and 1 and would be equal to 0 when the behaviors of injured fish perfectly match to control fish. We used Multiple Zebrafish Tracking and Behavior Analysis software from Dr. YC Chen's Laboratory (Department of Electrical Engineering, NTHU) to analyze the swimming distance, turn direction, and turn angle for each zebrafish in the video clips. An example of a swim path diagram used for this behavior analysis is shown in Fig. 3D.

### Big data mining for candidate PPI network

Several types of data are integrated to construct the cerebellar wound healing molecular network, including time course expression profiles (Fig. 4), zebrafish and human PPIs (from BioGRID and Reactome) [19], [20], zebrafish-human gene ortholog data (ZFIN) [21], and zebrafish gene annotations were retrieved from Gene Ontology (GO) [22]. The PPIs of human and zebrafish collected from the databases are served as a collection of candidates of potential PPIs in the cerebellar wound healing network. However, there is a paucity of information on zebrafish PPIs. Hence, we inferred part of zebrafish PPIs from human PPIs based on ortholog information. Then, we had PPI information (inferred from human+zebrafish) and time course expression profiles. For setting up the protein pool for differentially expressed proteins, these expression profiles were used to select differentially expressed proteins according to fold change. The differentially expressed proteins were identified if their fold changes were ≥1.5 or ≤0.67 comparing to control time point. These differentially expressed proteins were assumed to be most likely involved in the cerebellar wound healing process. Based on the protein pool and PPI information, a candidate PPI network for the cerebellar wound healing process was constructed.

**Figure 4:**
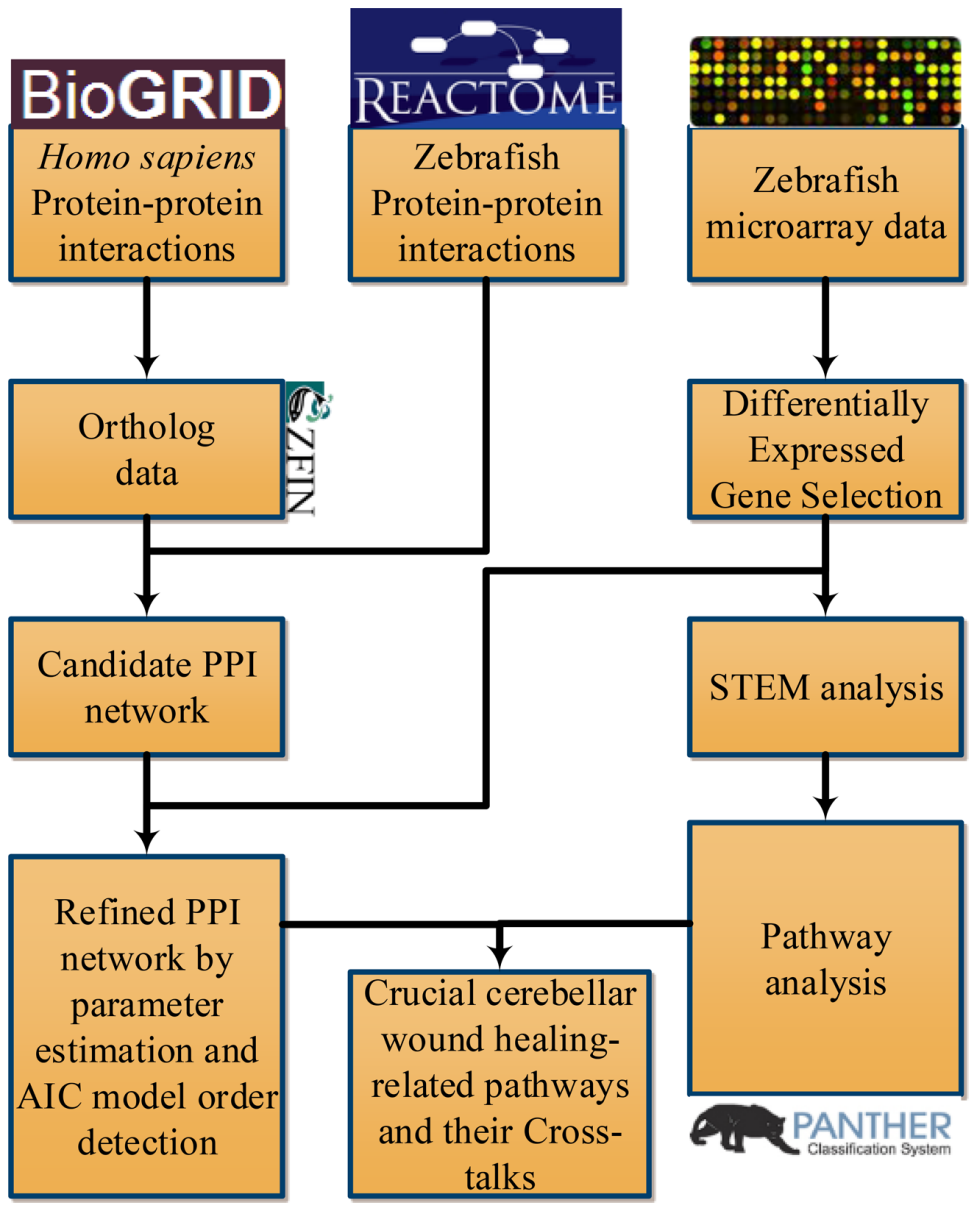
Flowchart for constructing the wound healing-related PPI network using a dynamic network model and big data mining. The network is constructed by PPI information from databases mining and systems identification according to the time-course microarray data (as shown in the boxes). Open access systems biology tools STEM and PANTHER are used to identify significantly temporal patterns and enriched cerebellar wound healing-related pathways.

### Dynamic network modeling for cerebellar wound healing PPI network

However, since the candidate PPI network was based on a wide variety of biological experimental conditions and/or ortholog information, it may have contained many interactions irrelevant to the cerebellar wound healing process (i.e. false positive interactions). To develop a realistic PPI network for the cerebellar wound healing process, the candidate PPI network was needed to further prune and then obtain a refined PPI network (see Fig. 5 and the File S2 for detailed information) by system identification method and system order detection method using the real microarray data, and the dynamic network model in the following:
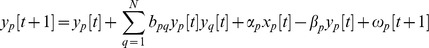
where *y_p_*[*t*] and *y_q_*[*t*] represent the protein activity level of the target protein *p* and the *q*th protein interacting with *p* at time *t*, respectively; *b_pq_* denotes the ability of the *q*th interactive protein to interact with *p*; *α_p_* denotes the translation effect from mRNA to *p*; *x_p_*[*t*] represents the mRNA expression level of *p*; *β_p_* indicates the degradation effect of *p*; and *ω_p_*[*t*+1] is stochastic noise. Rewriting the above dynamic equation with vector notation, we get:
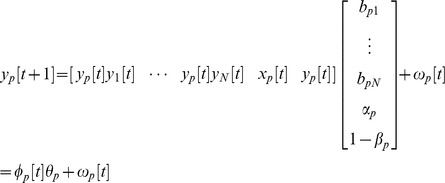

**Figure 5:**
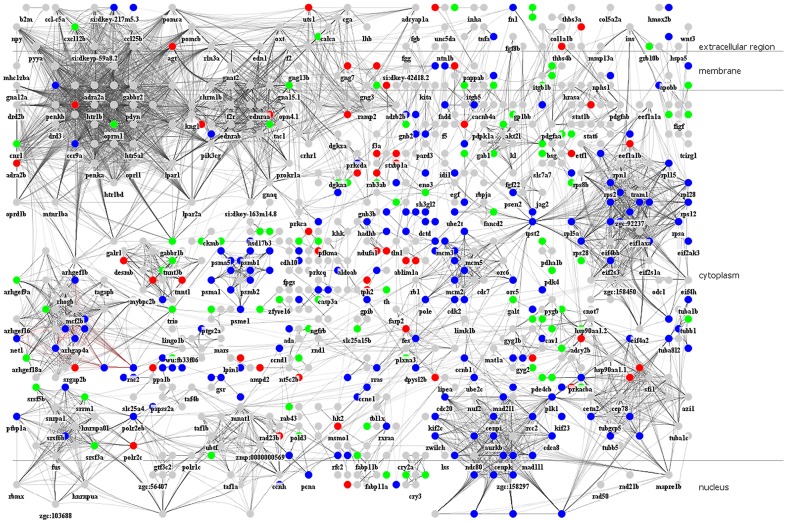
The constructed zebrafish cerebellar wound healing-related cellular PPI network by dynamic network modeling via microarray data and big data mining. The cerebellar wound healing-related PPI network of zebrafish contains 5270 PPIs among 802 proteins. The red, green, and blue nodes belong to group N, A, and P (see Fig.6 and the context for details). The information to draw the network is summarized in the File S2.

By collecting all the data from every time point, the interactions between the target protein *y_p_* and its candidates (*y*_1_,⋯,*y_N_*) can determined through the system identification and system order detection methods. The technique details are described in methods S1, S2, and S3 in File S1. To this end, the final PPI network are completed.

### Systems biology tools and statistics

After refining the candidate PPI network, two open access programs were used to analyze the time course expression profile. For identifying the significant patterns of time course expression profiles, The STEM tool is used to identify significant temporal patterns from time-course expression levels data. The default settings (the default enrichment in STEM is actual size based enrichment, in which the enrichment is computed using the hypergeometric distribution based on the number of genes in the set of interest) are used for the analysis and the significant patterns (with the Bonferonni corrected p-value <0.05) in Fig. 6A are highlighted with color background and ordered by the corrected p-value.

**Figure 6:**
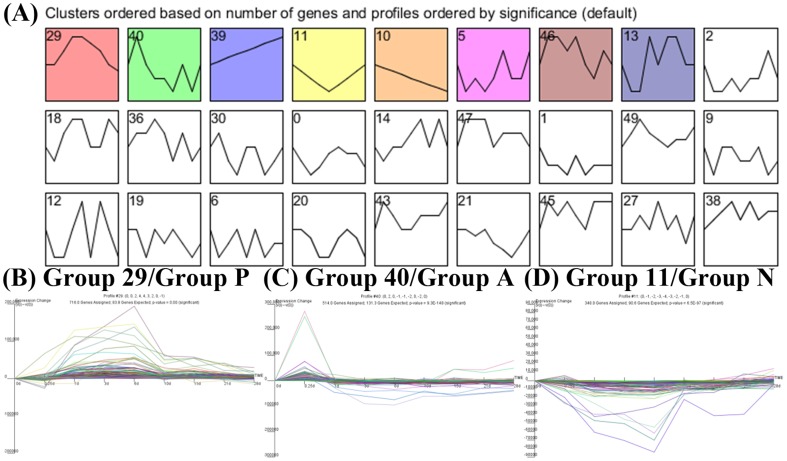
Significantly temporal patterns in the wound healing process. (A) Using STEM, significantly temporal patterns are identified (color background) (FDR corrected p-value <0.05). According to the STEM results and ZMI, we focused on group 29, 40, and 11, which are positively correlated with ZMI (B), acute response (C), and negatively correlated with ZMI (D).

For identifying significantly enriched functions in the specific pattern groups identified by STEM, we performed enrichment and ontology analysis through the website of Protein Analysis Through Evolutionary Relationships (PANTHER) [16]. This tool can map gene lists to GO molecular function and biological process categories, as well as PANTHER biological pathways. Furthermore, it can display the results in pathway diagrams to enable visualization of the relationships between genes in known pathways. The PANTHER tool is used to identify the significantly enriched pathways in a group of proteins or genes. The default settings (the binomial test is applied to determine whether there is a statistical overrepresentation or underrepresentation of the genes and/or proteins in the test list relative to the reference list provided by PANTHER) are used for the analysis and the Bonferroni correction for multiple testing is used for correcting the original p-value. The significantly enriched pathways are with the corrected p-value<0.05.

The sign test is applied to justify the strong correlation between the temporal expression profiles and ZMI at the 5% significance level, where the null hypothesis is the probability of having positive correlation is equal to 0 (i.e., the median of the Pearson correlation coefficients between the temporal expression profiles and ZMI is zero) and the alternative hypothesis is the probability of having positive correlation is not equal to 0 (i.e., the median of the Pearson correlation coefficients between the temporal expression profiles and ZMI is not equal to zero).

## Results

### The significantly temporal patterns and PPI network for the cerebellar wound healing process in the zebrafish TBI model

The first principal aim of this study was to construct an integrated cerebellar wound healing-related cellular PPI network. Various types of data are integrated with dynamic network model and microarray data under this framework (Fig. 4). There are 802 proteins (nodes) and 5270 interactions (edges) in the final PPI network (i.e., refined PPI network by AIC system order detection; Fig. 5). This PPI network serves as the backbone of our further analysis. Information from different systems biology tools can be integrated under this framework. 

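The data are 9 single-colour Agilent microarrays, 1 for the uninjured control and 1 for each of 8 times from 0.25 to 28 dpl, each hybridized with Cy3-labelled RNA from 8 pooled cerebella of male zebrafish. The 4 arrays from 0.25 to 6 dpl share a slide (slide 1), the 4 arrays from 10 to 28 dpl share another (slide 2), and the control array lies on a slide of its own, so slide and time cannot be fully told apart. The deposited values are processed signal intensities from the Feature Extraction software, background subtracted and detrended within each array and not scaled between arrays. The authors' combined table of values holds the same intensities to 3 significant digits, with ratios to them between 0.995 and 1.005. Of 45220 spots, 43803 are not controls, and between 83.18% of spots at 28 dpl and 92.71% at 15 dpl were well above background. The median intensity ran from 158.85 on the control array to 203.7 at 1 dpl, and the 75th percentile from 902.59 on the control array to 1150.8 at 3 dpl. Each array was scaled to its 75th percentile and log2 transformed. Probes were named by their transcript accession or, failing that, by their gene name, and for a gene with several probes the brightest one was used, giving 14090 genes, of which 13765 were well above background on at least 1 array. Another 23325 probes have no gene symbol and were left out of the main counts. The RNA integrity numbers in Table S1 range from 8.6 at 21 dpl to 9.7 at 6 dpl, and none is given for 1 dpl. The labels of the deposited samples differ from the paper in several places. They give an age of 1 year where the paper gives 6 months, name the brain where the paper names the cerebellum, and carry a treatment text about a fungal injection, and the series text speaks of 2 biological repeats per time point where 1 array each was used here. The paper's description was used throughout, since the time points and array numbers follow it. The zebrafish movement index (ZMI), a unitless measure of disturbed swimming, was read by eye from Fig. 3E and interpolated linearly to the time of each array. Gene changes along the index were tested with limma over the 9 arrays, with 7 residual degrees of freedom, as a slope on the log2 scale per unit of the index, and the arrays at 1 to 6 dpl were compared with those at 10 to 28 dpl. The number of arrays limits the precision of every value.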

First, the temporal information from the time course microarray data in Fig. 2 are used to build up the PPI network through dynamic network modeling. The time course microarray data is compared to 2 published data using zebrafish as a model system to study the regeneration of neural systems (spinal cord and optic nerve) [10], [23]. We found our data is highly consistent with the reported findings (the correlation coefficients are about 0.5∼0.7) although the experimental conditions (the lesion schemes) and the studying objects (the injured parts of neural systems) are different (see Fig. S3 in File S1). Thus, this can serve as an independent validation of our results. Next, we use STEM to find significantly temporal patterns in time course microarray data. 

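Matrix metalloproteinase mmp9 and the complement gene c1qc stood among 786 genes that were low at control, highest around 3 to 6 dpl and lower again afterwards, the shape the paper calls group P. The median log2 ratio to control over these genes was −0.03 at 0.25 dpl, 0.67 at 1 dpl, 0.91 at 3 dpl, 0.95 at 6 dpl, 0.57 at 10 dpl and 0.10 at 28 dpl. The neuronal signalling regulator rgs4 and the adrenergic receptor adrb2b were among 385 genes with the opposite course (group N), whose median was −0.25 at 0.25 dpl, −0.54 at 1 dpl, −0.71 at 6 dpl and −0.15 at 28 dpl. The early growth response gene egr2a and the neuronal activity gene npas4a were among 571 genes that peaked at 0.25 dpl (group A), with a median of 0.80 there, −0.13 at 1 dpl and −0.41 at 10 dpl. Each gene past the fold thresholds was assigned to the best correlated of 50 model profiles, built by the published selection of the Short Time-series Expression Miner with a maximum unit change of 2. Permuting the time order of each gene gave expected sizes of 116.1 genes for group P, 175.5 for group A and 107.2 for group N. These are not the only large profiles. A steady rise up to 28 dpl held 708 genes, where permuted times gave 114.4, more than groups A and N. With median centring, a steady fall held 609 genes (expected 111.1) and ranked 2 by size, while group N held 281 and ranked 6. Groups of this kind have no replicate and no p-value here, and all ratios share the 1 control array. On the authors' unscaled intensities, group P held 1771 genes and group N 71, where permuted times gave 142.6 and 137.0. Group N was thus smaller than expected there. At 2-fold, group P held 427, group A 257 and group N 81.

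**Figure D1:**
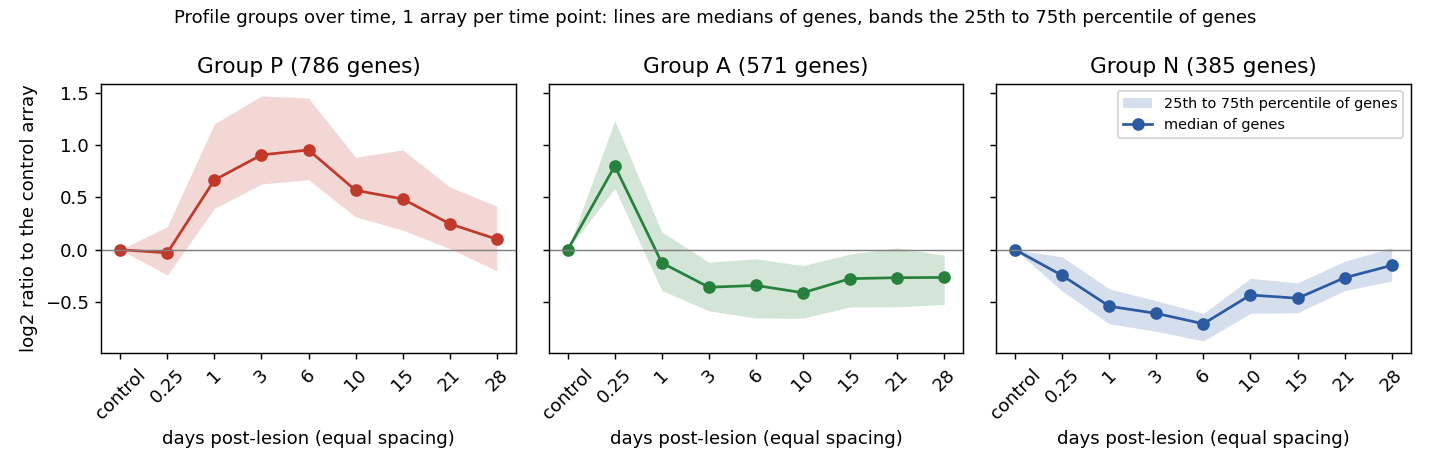
Log2 ratio to the control array (vertical axis) against days post-lesion at equal spacing (horizontal axis) for groups P, A and N; lines are medians of genes and bands the 25th to 75th percentile of genes, with 1 array per time point. The median of group P is highest at 6 dpl (0.95), that of group A at 0.25 dpl (0.80), and that of group N is lowest at 6 dpl (−0.71).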

Then, several significantly temporal patterns are revealed (Fig. 6). The temporal pattern of group 29 (group P hereafter) showed a strong *p*ositive correlation with the ZMI (comparing Fig. 3E with Fig. 6B, the Pearson correlation coefficient is 0.7427±0.1315 with the p-value for sign test is less than 0.05). 

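Among genes well above background on all 9 arrays, the actin crosslinker flnca, the lens crystallins crybb2 and crygs2 and the gelatinase mmp9 had the steepest rises with the ZMI. The slope was 4.51 for flnca (standard error 0.42, adjusted p = 0.0047). The crystallin genes had slopes of 3.59 (standard error 0.54, adjusted p = 0.0268) and 3.26 (standard error 0.23, adjusted p = 0.0013). As they are genes of the lens, a difference in dissection stays open as a cause of their rise and was not tested. The gene mmp9 rose by 3.42 (standard error 0.62, adjusted p = 0.0341), the galectin lgals9l1 by 3.04 (standard error 0.65, adjusted p = 0.048) and c1qc, a chain of complement C1q, by 2.92 (standard error 0.53, adjusted p = 0.0341). The malic enzyme me1 rose by 3.04 (standard error 0.32, adjusted p = 0.00996), gpd1c, a glycerol phosphate dehydrogenase, by 2.92 (standard error 0.39, adjusted p = 0.0179), the amino acid transporter slc7a7 by 2.71 (standard error 0.60, adjusted p = 0.0492) and the connexin gja13.2 by 2.61 (standard error 0.57, adjusted p = 0.049). All of these except flnca and slc7a7 belonged to group P. Of 13765 genes, 302 rose with the index. The number was 496 with normexp, 1544 on the unscaled table and 168 with the index of the nearest day. With slide as a block, 1 gene, crygs2, still rose (slope 3.67, adjusted p = 0.0447), and 3352 genes had an unadjusted p under 0.05, against 2843 without the block. The control array, alone on its slide, has no weight in the blocked slope, so the lower count of rises is not the effect of slide only. The unadjusted counts show no relation by themselves. With no relation, a fraction of about 0.05 of the genes would have such a p, or more where genes vary together. No such count was made for shuffled orders. The number of rises was 7 without the control array, 6 without 1 dpl, 26 without 3 dpl, 77 without 6 dpl, 128 without 10 dpl, 40 without 21 dpl and 8 without 28 dpl. The mean profile of group P correlated with the index over the 9 arrays (Pearson's r 0.9031, exact permutation test, two-sided p = 0.000992, 0.00298 after adjustment over 3 relations; Spearman's rho 0.8833, p = 0.00308, adjusted 0.00462). Without the 2 arrays farthest from the median index, at 1 and 3 dpl, r was 0.9066 (exact permutation p = 0.00337) and rho 0.8571 (exact permutation p = 0.0238). Pearson's r was 0.8573 and rho 0.4 within the 4 arrays of slide 1, and 0.8055 and 0.8 within those of slide 2, too few to test. Per gene, r was 0.778 ± 0.133 (SD over the 786 genes, which are not independent replicates), positive for all of them. The group was picked by shape on the same arrays, so the correlation is not independent evidence. From the Pearson correlations of the genes of this group, with a sign test, the paper states a strong positive correlation between the pattern and the behavioral index.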

The temporal pattern of group 11 (group N hereafter) was the reverse, i.e. there was a highly *n*egative correlation with the ZMI (comparing Fig. 3E with Fig. 6D, the Pearson correlation coefficient is −0.7050±0.1167 with the p-value for sign test is less than 0.05). 

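Among genes well above background on all 9 arrays, the gonadotropin-releasing hormone gene gnrh2 and pomca, the precursor of pituitary hormones, had the steepest falls along the index. The slope was −1.73 for gnrh2 (standard error 0.34, adjusted p = 0.0393) and −1.58 for pomca (standard error 0.35, adjusted p = 0.0489). Both are markers of brain regions outside the cerebellum, a list whose median lay below control at all 8 time points. A difference in dissection stays open as a cause and was not tested. The retinol carrier rbp4 had a slope of −1.43 (standard error 0.30, adjusted p = 0.0437), the transcription factor klf5l −1.26 (standard error 0.20, adjusted p = 0.0268), angptl7 −1.12 (standard error 0.22, adjusted p = 0.0396) and phyhd1 −1.102 (standard error 0.20, adjusted p = 0.0341). Members of group N among the falls were klf5l, adrb2b with −1.13 (standard error 0.22, adjusted p = 0.0396), rergla with −1.11 (standard error 0.20, adjusted p = 0.0341), ankrd45 with −1.002 (standard error 0.22, adjusted p = 0.0495) and rgs4, which shortens G protein signals, with −0.96 (standard error 0.13, adjusted p = 0.0179). With the mean of its probes in place of the brightest one, the slope of adrb2b was 0.015. In all, 49 genes fell, and with slide as a block limma called 0 falls, with the unadjusted count given above for both directions. The number of falls was 0 without the control array, 83 without 0.25 dpl, 0 without 1 dpl, 0 without 3 dpl, 5 without 6 dpl, 13 without 10 dpl, 32 without 15 dpl, 4 without 21 dpl and 0 without 28 dpl, and in each case at least 2074 genes had an unadjusted p under 0.05. That count covers both directions and includes genes that pass by chance, so it shows no relation by itself. For the mean profile of group N, Pearson's r with the index was −0.8683 (exact permutation test, two-sided p = 0.0026, adjusted 0.0039) and Spearman's rho −0.9 (exact permutation p = 0.00203, adjusted 0.00462). Leaving out the arrays at 1 and 3 dpl gave r = −0.9398 (exact permutation p = 0.00278) and rho = −0.8929 (exact permutation p = 0.0123). Within slides 1 and 2, r was −0.7858 and −0.7332 and rho −0.4 on both, each over 4 arrays and untested. The per-gene r of the 385 genes was −0.717 ± 0.120 (SD), with 0 of them positive. This group too was picked by shape on the same arrays, so its correlation is not independent evidence.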

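Immediate early genes, which neurons and glia switch on within minutes of a stimulus, were high at 0.25 dpl and lower in the days after it. The list of 28 such genes had a median log2 ratio to control of 1.38 at 0.25 dpl, 0.58 at 1 dpl, 0.39 at 3 dpl and −0.05 at 10 dpl, and then 1.11 at 15 dpl and 1.23 at 28 dpl. In group A were 6 of the 28, against 571 of 13765 genes overall: npas4a (3.28 at 0.25 dpl), junba (2.75), fosl2 (1.45), egr2a, egr3 and fosb. The list's slope on the index was not called by camera (adjusted p = 0.623) or with an estimated correlation (adjusted p = 0.893). Its median slope was −0.83 with slide as a block (camera, adjusted p = 1.58e-06, not run with an estimated correlation). The mean profile of group A had a Pearson's r of −0.394 with the index (exact permutation p = 0.288) and a Spearman's rho of −0.517 (exact permutation p = 0.162), so no relation was shown. Without the arrays at 1 and 3 dpl, r was −0.435 (exact permutation p = 0.324), and within slides 1 and 2 it was −0.894 and −0.816, with a rho of −0.4 on both, each over 4 arrays and untested. Per gene, r was −0.345 ± 0.173 (SD, 571 genes).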

The temporal pattern of group 40 (group A hereafter) was related to *a*cute responses during the wound healing process (Fig. 6C) since the variations of expression levels are aroused earlier than group P and N [24], [25].

Second, qualitative functional information were integrated to investigating the molecular systems mechanisms of cerebellar wound healing process. 

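The MAP kinase phosphatases dusp1 and dusp2 were higher at 0.25 dpl than in the control. Of 37 measured genes of MAPK signalling, 9 were at or above 1.5-fold at that time and 2 at or below 0.67-fold. Of the 37, 9 were in group A, 24.3% against 4.1% of all genes. Among them, dusp1 and dusp2 had log2 ratios of 1.72 and 1.71 at 0.25 dpl. The kinase mknk2a had 1.31, the inhibitor spry4 0.79 and the stress kinase map3k5 0.79. All were picked after their values were seen. The list's median ratio was 0.16 at 0.25 dpl, above 99.9% of 10000 random lists of like expression, and −0.22 at 10 dpl, where 0.01% of the random lists lay below it. Along the ZMI, 0 of the 37 genes rose or fell, over all genes or adjusted over the list alone, and the slopes of bright members were 0.04 for dusp5 (standard error 0.40, adjusted p = 0.961), −0.08 for map2k1 (standard error 0.16, adjusted p = 0.809) and −0.29 for dusp6 (standard error 0.14, adjusted p = 0.267). The list's median slope was −0.07 (camera, adjusted p = 0.263, and adjusted p = 0.677 with an estimated correlation). With slide as a block it was −0.20 (camera, adjusted p = 4.98e-04, not run with an estimated correlation), and it was −0.13 within slide 1 and −0.28 within slide 2.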

For the genes in group A, some of the most common gene ontology (GO) biological processes were related to the regulation of MAP kinase activity, regulation of the MAPK cascade, phosphorylation, and dephosphorylation. 

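Several DNA replication genes rose with the ZMI, while most genes of their list did not pass singly. The replication fork gene gins2 had a slope of 1.83 (standard error 0.34, adjusted p = 0.0341), tyms, which makes thymidylate, 1.81 (standard error 0.33, adjusted p = 0.0341), and the helicase subunits mcm5 and mcm6 1.62 (standard error 0.25, adjusted p = 0.0268) and 1.57 (standard error 0.29, adjusted p = 0.0341). Of 76 measured genes of the cell cycle and DNA replication, 13 rose, 0 fell and 63 did not pass limma's test, and 41 rose when adjusted over the list alone. In group P were 52 of the 76, against 786 of 13765 genes overall. The list's median log2 ratio to control was −0.15 at 0.25 dpl, 0.66 at 3 dpl, 0.74 at 6 dpl, 0.52 at 10 dpl and −0.28 at 28 dpl. Its median slope was 0.705 (camera, adjusted p = 5.59e-21, but adjusted p = 0.257 with an estimated correlation). It was 0.84 with slide as a block (adjusted p = 6.85e-13), 0.72 within slide 1 and 2.18 within slide 2.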

For the genes in group P, some of the most common GO biological processes were related to the regulation of the cell cycle, meiosis, DNA replication, and organelle organization. 

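Several neuronal ion channel genes fell as the ZMI rose. The slope was −0.72 for the potassium channel subunit kcnab1a (standard error 0.15, adjusted p = 0.0424), −0.69 for the sodium channel subunit scn4bb (standard error 0.15, adjusted p = 0.0492) and −0.65 for the potassium channel kcna1b (standard error 0.12, adjusted p = 0.0341). The potassium leak channel kcnk5a went the other way with 1.91 (standard error 0.39, adjusted p = 0.0426), and was well above background on 8 of the 9 arrays. Among 68 measured genes of potassium and other cation transport, 1 rose, 3 fell and 64 did not pass (1 rose and 5 fell when adjusted over the list alone). In group N were 10 of them, against 385 of 13765 genes overall, among them the channel genes kcna2b, kcnab1a, kcnj19a, scn2b and cacng2a, the pump genes atp1b1b, atp1b2b and atp2b4, and the exchanger slc8a3. The median log2 ratio of the list was −0.45 at 6 dpl, when markers of cerebellar neurons had −0.48 and those of other brain regions −0.41, so a change in tissue composition stays open as a cause. Camera gave a median slope of −0.27 with an adjusted p = 4.47e-06, and adjusted p = 0.257 with an estimated correlation. Blocking on slide gave −0.31 (adjusted p = 5.27e-07), and the values within slides 1 and 2 were −0.32 and −0.28.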

For the genes in group N, some of the most common GO biological processes were related to cation transport, potassium ion transport, ion transmembrane transport and nervous system development. Further enrichment and ontology analysis to these biological processes of the wound healing will be given in the sequel.

### Significant pathways in the wound healing process

The presence of temporally co-regulated proteins may imply the involvement of common biological pathways in response to TBI. Therefore, to evaluate the biological functions of temporally co-regulated proteins, pathway analysis was conducted using PANTHER. Upon the results, the roles of these significantly enriched pathways of groups (A, N, and P) in the zebrafish TBI model are investigated.

#### Significantly enriched pathways of group A: the acute inflammation and immune response in the wound healing process

Examples of the pathways are given in Fig. S4 in File S1 which are also primarily involved in the acute inflammation and immune response to TBI (The detail is enlisted in Table S2 in File S1).

1. Endogenous cannabinoid signaling: An endogenous cannabinoid (2-AG) has been implicated to affect the neuroprotective mechanism immediately after TBI [26]. 

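The cannabinoid receptor gene cnr1 was slightly above control at 0.25 dpl, with a log2 ratio of 0.25, and below it at 10 dpl with −0.68, and it was assigned to group A. The G protein subunit gnb2, also in group A, had 0.06 at 0.25 dpl and −0.77 at 10 dpl. The lipase gene abhd12, which breaks down endocannabinoids, was the list's member of group P. None of the 21 measured genes of endocannabinoid signalling passed limma's test along the ZMI, over all genes or adjusted over the list alone. Slopes of its bright members were 0.19 for the fatty acid binding protein fabp7a and −0.51 for abhd3 (standard error 0.19, adjusted p = 0.166). The list had a median slope of 0.03 (camera, adjusted p = 0.549, and adjusted p = 0.677 with an estimated correlation).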

The endo-cannabinoid system is also involved in pain relief, the blocking of working memory, immune responses, etc. The endo-cannabinoid system has therefore been suggested as a potential target for acute therapies for TBI [27].
2. PI3K/PKB pathway: Phosphoinositide 3-kinase (PI3K) catalyzes the production of phosphatidylinositol-3,4,5-trisphosphate, which is involved in several crucial biological processes, including cell survival, regulation of gene expression and cell metabolism, and cytoskeletal rearrangements. A study has reported that PKB, which belongs to group A, modulates the macrophage inflammatory response to *Francisella* infection and confers a survival advantage in mice [28].

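Some genes of insulin and PI3K/AKT signalling peaked early, while most of the list was in none of the 3 groups. Of 71 measured genes of the pathway, 13 were in group A, 4 in group N and 0 in group P, and after their values were seen eif4ebp3l (log2 ratio 2.16 at 0.25 dpl), the growth factor receptor fgfr1a (1.46), the insulin-like growth factor carriers igfbp1a (1.38) and igfbp1b (1.13), pik3r3a (1.12), the transcription factors foxo1a (1.002) and foxo3b (0.78) and rps6kb1a (0.87) were picked from those of group A. The AKT gene akt2l was also in group A, with 0.60 at 0.25 dpl. Along the index, 0 genes rose and 1 fell, the PI3K regulator pik3r6a with a slope of −0.63 (standard error 0.13, adjusted p = 0.0476), and 70 did not pass (0 rose and 0 fell when adjusted over the list alone). The pathway's median slope was −0.17 (camera, adjusted p = 0.0347, and adjusted p = 0.257 with an estimated correlation), and between −0.194 and −0.091 when leaving out each array in turn. With slide as a block, the median slope was −0.16 (adjusted p = 0.00136), and within slides it was −0.12 and −0.18. The median ratio at 0.25 dpl was 0.00, above 97.3% of random lists of like expression.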

3. Heterotrimeric G-protein signaling pathway: As signal transducers, G proteins communicate signals from many hormones, neurotransmitters, and other signaling factors [29] occurring ubiquitously in the cerebellar wound healing process.

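Heterotrimeric G protein genes spread over all 3 groups. Of 58 measured members, 4 were in group P (gna13a, gng12a, rgs18 and prkacba), 3 in group A (gna15.1, gnaz and gnb2) and 5 in group N (gng7, adcy2b, rgs4, rgs5a and rgs8). The shares were 6.9%, 5.2% and 8.6%, against 5.7%, 4.1% and 2.8% of all genes, so those of groups P and A lay near the share of all genes. The alpha subunits gnaz and gna15.1 had log2 ratios of 0.81 and 0.62 at 0.25 dpl. The regulator rgs4 was the list's 1 fall along the ZMI, with 0 rises and 57 genes not passing. When adjusted over the list alone, 5 rose and 4 fell. The median slope was −0.15 (camera, adjusted p = 0.0991, and adjusted p = 0.313 with an estimated correlation). With slide as a block it was −0.16 (adjusted p = 0.0573), and −0.14 and 0.07 within slides 1 and 2.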

#### Significantly enriched pathways of group P: positive correlation with ZMI in the wound healing process

The primarily involving pathways are given in Fig. S5 in File S1 and investigated in the following (The detail is enlisted in the Table S3 in File S1). They either played important roles in cytoskeleton regulation, angiogenesis and inflammation, or reflected the cellular processes by which behavioral disability increased initially and then decreased.

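Among genes well above background on all 9 arrays, flnca and the cytokine receptor crlf1a had the largest excess at 1 to 6 dpl over 10 to 28 dpl. The difference in mean log2 signal was 3.33 for flnca (standard error 0.62, adjusted p = 0.0228), 3.198 for crlf1a (standard error 0.55, adjusted p = 0.0194), 3.05 for crybb2 (standard error 0.35, adjusted p = 0.00874), 2.83 for mmp9 (standard error 0.37, adjusted p = 0.0121) and 2.79 for adam8a (standard error 0.43, adjusted p = 0.0159). Other large differences were those of atf3, 2.335 (standard error 0.38, adjusted p = 0.0178), the amino acid transporter slc43a2b, 2.31 (standard error 0.31, adjusted p = 0.0126), the heme oxygenase hmox1a, 2.15 (standard error 0.41, adjusted p = 0.0245), the fatty acid binding protein fabp4a, 2.15 (standard error 0.42, adjusted p = 0.0251), and the tubulin tuba1b, 2.10 (standard error 0.28, adjusted p = 0.0126). The lowest differences were −1.97 for drll.1 (standard error 0.10, adjusted p = 0.00115), −1.76 for urp2 (standard error 0.23, adjusted p = 0.0121), −1.62 for cand2 (standard error 0.10, adjusted p = 0.00132), −1.51 for cenpp (standard error 0.36, adjusted p = 0.038), −1.47 for scin (standard error 0.27, adjusted p = 0.0225) and −1.46 for pomca (standard error 0.17, adjusted p = 0.00874). They were followed by the calcium binding protein scgn (−1.45, adjusted p = 0.00493), acd (−1.41, adjusted p = 0.00115), uck1 (−1.33, adjusted p = 0.00115) and ripor2 (−1.29, adjusted p = 0.00176). Several of these were flat on either side of the change of slide: the log2 ratio to control of cand2 lay between −0.44 and −0.18 on slide 1, 0.25 dpl included, and between 1.32 and 1.61 on slide 2, and that of drll.1 between 0.00 and 0.36 and between 2.09 and 2.24. Proteasome genes were higher early: 32 of 48 measured were higher, 0 lower and 16 did not pass (41 higher and 1 lower when adjusted over the list alone), with a median difference of 0.47 (camera, adjusted p = 5.61e-18, and adjusted p = 0.704 with an estimated correlation). Of 76 ribosomal protein genes, 48 were higher and 0 lower (71 higher and 1 lower when adjusted over the list alone), with a median difference of 0.40 (camera, adjusted p = 3.04e-26, and adjusted p = 0.704 with an estimated correlation). Both lists also had positive slopes on the ZMI, with medians of 0.48 and 0.45 (adjusted p = 3.27e-18 and 6.55e-27), 8 and 6 members past limma's test, and 0 falls; psme1, an activator of the proteasome, rose by 1.91 (standard error 0.32, adjusted p = 0.0314). With an estimated correlation their slopes had adjusted p = 0.257 and 0.276, and no list was called between the periods. Over all genes, 816 were higher and 788 lower in the first period (1080 and 467 with median centring, 787 and 346 on the unscaled table), but the periods lie on different slides and cannot be told apart from them. With 10 dpl moved to the first period, limma called 0 higher and 2 lower (3138 at an unadjusted p under 0.05). With slide as a block as well, the difference rests on the 10 dpl array alone against the later arrays of slide 2. It had the opposite sign for pomca, scgn, urp2, cenpp and ripor2, but it cannot check the difference between the periods. The counts of higher and lower genes were 147 and 180 without 1 dpl, 56 and 97 without 3 dpl, 522 and 464 without 6 dpl, 52 and 104 without 21 dpl, and 222 and 248 without 28 dpl.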

1. Cell cycle and DNA replication: An ordered series of events led to the replication of cells and a series of integrated protein-protein and protein-DNA interactions and enzymatic reactions, to ensure the accuracy of DNA replication. That may implicate the occurrence of angiogenesis and neurogenesis in the damaged site.

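Some genes of vessels and neural progenitors rose with the ZMI, while their lists as a whole were not called. The endothelial scavenger receptor stab1 had a slope of 1.56 (standard error 0.24, adjusted p = 0.0268) and the kinase pak2a 0.76 (standard error 0.14, adjusted p = 0.0347), the 2 rises among 57 genes of endothelium and angiogenesis, with 0 falls and 55 not passing (3 rose when adjusted over the list alone). In group A were 6 of the 57 endothelial genes, against 571 of 13765 genes overall. Examples, picked after their values were seen, are the tight junction gene cldn5b (log2 ratio 2.80 at 0.25 dpl), plvapb (1.98) and etsrp (1.39). Among 43 genes of neuroblasts and axon growth, 3 rose, 0 fell and 40 did not pass (4 rose and 1 fell when adjusted over the list alone): tuba1b, the transcription factor sox11a with 0.98 (standard error 0.21, adjusted p = 0.0491) and the proneural factor ascl1a with 0.68 (standard error 0.11, adjusted p = 0.0311). The camera test gave adjusted p = 0.652 for the endothelial list (median slope −0.07) and adjusted p = 0.301 for the neuroblast list (median slope 0.045), and 0.794 and 0.743 with an estimated correlation.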

2. Parkinson's disease pathway, Huntington's disease pathway, and Alzheimer's disease-presenilin pathway: Parkinson's, Huntington's, and Alzheimer's diseases are three of the most notorious neurodegenerative diseases. Patients with neurodegenerative diseases suffer from progressive loss of structure or function of neurons, including the death of neurons. Research is currently identifying many similarities at a sub-cellular level between these diseases. For example, mitochondrial dysfunction and oxidative stress play a causal role in neurodegenerative disease pathogenesis [30]. The appearance of these pathways reveals the relationship between the secondary damage of cerebellar injury and neurodegenerative diseases.

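Of 40 measured genes tied to neurodegenerative disease, 3 rose along the ZMI. The lipid carrier apoeb rose by 2.32 per unit of the index (standard error 0.30, adjusted p = 0.0179), the thioredoxin txnb by 1.84 (standard error 0.36, adjusted p = 0.0393) and adam10a, a protease that cleaves the amyloid precursor, by 0.86 (standard error 0.15, adjusted p = 0.0333). Of the others, 0 fell and 37 did not pass, and 6 of the 40 rose when adjusted over the list alone. Its median slope was −0.08 while the test's direction was up (camera, adjusted p = 0.321, and adjusted p = 0.56 with an estimated correlation). In group P were 6 of the 40, against 786 of 13765 genes overall.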

3. Inflammation mediated by chemokine and cytokine signaling pathway, T cell activation, and B cell activation: Upon binding to a family of G-protein coupled with seven-transmembrane receptors, chemokines control and manage trafficking and migration of immune cells. This pathway illustrates chemokine-induced adhesion and migration of leukocytes, resulting in infiltration to the tissue and transcriptional activation to enable the recruitment of more leukocytes for protection from infection in the cerebellar wound healing process [31], [32]. 

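Many markers of microglia and macrophages rose with the ZMI. The galectin lgals9l1, c1qc and slc7a7 had the steepest slopes among them, followed by the granulin grna with 2.42 (standard error 0.50, adjusted p = 0.0426). Of 35 measured markers, 17 rose, 0 fell and 18 did not pass (24 rose when adjusted over the list alone), with a median slope of 1.60 (camera, adjusted p = 2.84e-16, and adjusted p = 0.179 with an estimated correlation). With slide as a block the median slope was 1.53 (adjusted p = 2.35e-09), and it was 1.59 within slide 1 and 0.95 within slide 2. The list's median log2 ratio to control went from 0.03 at 0.25 dpl to 1.55 at 1 dpl and 2.02 at 3 dpl, and was 0.75 at 28 dpl. The list of 8 neutrophil markers peaked earlier, with a median of 0.67 at 0.25 dpl, 1.53 at 1 dpl and 0.56 at 6 dpl, and mmp9 was its 1 rise along the index, with 0 falls and 7 not passing (2 rose when adjusted over the list alone; camera, adjusted p = 0.00303, and adjusted p = 0.179 with an estimated correlation; with slide as a block, adjusted p = 0.24). The 20 genes of T and B lymphocytes had their highest median at 15 dpl, 0.80, with 0.14 at 1 dpl, and along the index the B cell adaptor blnk alone rose (slope 1.285, standard error 0.26, adjusted p = 0.0419; camera for the list, adjusted p = 0.992). Of 43 cytokine, chemokine and inflammation genes, 4 rose, 0 fell and 39 did not pass (4 rose when adjusted over the list alone): mmp9, the chemokine receptor cxcr3.2 with 1.80 (standard error 0.29, adjusted p = 0.0269), the tumor necrosis factor tnfb with 1.57 (standard error 0.27, adjusted p = 0.0316) and the oxidase subunit cyba with 1.01 (standard error 0.18, adjusted p = 0.0341). That list had a median slope of 0.23 (camera, adjusted p = 0.0257, and adjusted p = 0.56 with an estimated correlation), and between −0.014 and 0.319 when leaving out each array in turn. It was 0.03 with slide as a block, where the test's direction was down (adjusted p = 0.114). In group A were 6 of the 43, 14.0% against 4.1% of all genes. They include the chemokine cxcl8a (log2 ratio 1.35 at 0.25 dpl), the cytokine signalling inhibitor socs3a (2.79) and the transcription factor cebpd (2.93), picked after their values were seen.

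**Figure D2:**
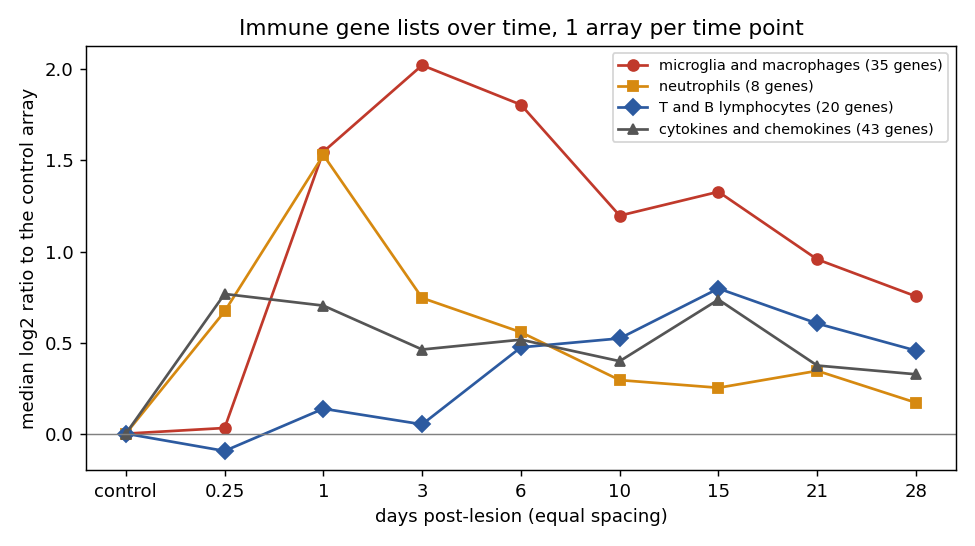
Median log2 ratio to the control array (vertical axis) against days post-lesion (horizontal axis) for markers of microglia and macrophages (35 genes), neutrophils (8), T and B lymphocytes (20) and cytokines and chemokines (43), with 1 array per time point. The microglia list is highest at 3 dpl (2.02), the neutrophil list at 1 dpl (1.53) and the lymphocyte list at 15 dpl (0.80).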

Inhibiting specific chemokines and receptors could therefore prevent excessive recruitment of leukocytes to effectively control the scale of inflammation. T and B cells are the most abundant lymphocytes. T cell activation refers to a process in which mature T cells, which express antigen-specific T cell receptors on their surfaces, recognize their cognate antigens and respond by entering the cell cycle, secreting cytokines or lytic enzymes, and initiating the cell-based functions of the immune system. B cell activation entails the process by which a pre-B cell matures into a plasma cell. The signaling pathways for this inflammation resolution in the wound healing process are complex.
4. Cytoskeletal regulation by Rho GTPase and Axon guidance: In cerebellum regeneration processes such as wound healing and angiogenesis, many cell types, including neural stem cells, leukocytes, lymphocytes, fibroblasts, neuronal cells, epithelial cells and endothelial cells, need to change cell morphology for migration from stem cell niche and extravasation from the vascular in the wound healing process. 

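Some actin and microtubule genes rose with the ZMI. The actin capping protein capgb had a slope of 2.45 (standard error 0.35, adjusted p = 0.021), the tubulin tuba1b 2.285 (standard error 0.41, adjusted p = 0.0341) and arpc1b, a subunit of the actin nucleating complex, 1.90 (standard error 0.36, adjusted p = 0.0347). The gelsolin gsnb had 2.575 (standard error 0.41, adjusted p = 0.0268) but was well above background on 3 of the 9 arrays. Others, picked after their values were seen, did not pass: the actin severing gene cfl1 had 0.45 (standard error 0.16, adjusted p = 0.164) and the tubulin tubb5 0.82 (standard error 0.42, adjusted p = 0.290). With slide as a block the slopes of capgb, tuba1b and arpc1b were 2.71, 1.66 and 2.45 (adjusted p = 0.0809, 0.101 and 0.101), so they kept their direction and no longer passed.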

Changing in cell morphology is a multistep process involving changes in the cytoskeleton, cell-substrate adhesions and extracellular matrix [33]. The “cytoskeletal regulation by Rho GTPase” pathway is such a change, regulated by Rho GTPase. The integrin signaling pathway is triggered when integrins in the cell membrane bind to extracellular matrix components [34]. Furthermore, axons are guided along specific tracts by attractive and repulsive cues during the establishment of the nervous system network in the cerebellar wound healing process.

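A few mediators of semaphorin signals rose along the ZMI, but the list was not called. The small GTPase rac2 had a slope of 1.59 (standard error 0.31, adjusted p = 0.0393), the semaphorin receptor plxnd1 1.31 (standard error 0.23, adjusted p = 0.0341) and the Ras relative rras 0.68 (standard error 0.13, adjusted p = 0.0347). With pak2a, these were the 4 rises among 55 measured genes of semaphorins and axon guidance, with 0 falls and 51 not passing (4 rose when adjusted over the list alone). The list's median slope was −0.10 (camera, adjusted p = 0.34, and adjusted p = 0.56 with an estimated correlation). It had 5 members in group P, 1 in group A and 3 in group N. The shares were 9.1%, 1.8% and 5.5%, against 5.7%, 4.1% and 2.8% of all genes.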

#### Significantly enriched pathways of group N: negative correlation with ZMI in the wound healing process

Below are the pathways that were significantly enriched by the genes in group N (Fig. S6 and Table S4 in File S1). These neurotransmitter-related pathways appeared to be inhibited during the wound healing process. They may not be as crucial for regenerability as the above mentioned pathways, but they support the functional recovery of neural transmission in cerebellar wound healing process.

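Receptor genes for neurotransmitters had a negative median slope along the ZMI, and few of them passed singly. The adrenergic receptors adrb2b and adra2b were the 2 falls among 63 measured receptor genes, adra2b with a slope of −0.75 (standard error 0.16, adjusted p = 0.048), with 0 rises and 61 not passing (2 fell when adjusted over the list alone). The fall of adrb2b was not seen with the mean of its probes (slope 0.015). In group N were 7 of them, such as the glutamate receptors gria1b and gria4a, the glycine receptors glra1 and glrba and the muscarinic receptor chrm2a. The receptor list had a median slope of −0.33 (camera, adjusted p = 2.44e-07, and adjusted p = 0.179 with an estimated correlation), and −0.325 with slide as a block (adjusted p = 6.6e-06), −0.26 within slide 1 and −0.43 within slide 2. Of 34 synaptic vesicle genes, 0 passed limma's test over all genes or adjusted over the list alone, with a median slope of −0.24 (camera, adjusted p = 3.8e-05, and adjusted p = 0.276 with an estimated correlation; with slide as a block −0.19, adjusted p = 7.18e-04, and between −0.285 and −0.039 when also leaving out each array). The brightest of them, the vesicle fusion genes stxbp1a, snap25a and vamp1a, had slopes of −0.33 (standard error 0.13, adjusted p = 0.182), −0.24 and −0.24. Of 37 markers of cerebellar neurons, 0 passed over all genes or adjusted over the list alone (median slope −0.25; camera, adjusted p = 3.46e-05, and adjusted p = 0.276 with an estimated correlation), and with slide as a block the median was −0.08 (adjusted p = 0.0797). Its brightest members include the Purkinje cell enzyme aldocb, with −0.25 (standard error 0.11, adjusted p = 0.246), and calb2a, with −0.48 (standard error 0.12, adjusted p = 0.0775). At 6 dpl, the median log2 ratios to control were −0.435 for the receptors, −0.40 for the synaptic vesicle genes and −0.48 for the cerebellar neuron markers. Markers of other brain regions had −0.41, and those of hindbrain and spinal cord −0.34. The control pool alone does not account for the receptor slope, which lay between −0.379 and −0.297 when leaving out each array in turn, the control included. Dissection that differs among the injured pools stays open as a cause and was not tested.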

Some examples of these neurotransmitter-related pathways are: Beta1 adrenergic receptor signaling pathway, Beta2 adrenergic receptor signaling pathway, Synaptic vesicle trafficking, Muscarinic acetylcholine receptor 2 and 4 signaling pathway, Metabotropic glutamate receptor group II pathway, 5-HT1 type receptor mediated signaling pathway, Metabotropic glutamate receptor group III pathway, Enkephalin release pathway, GABA-B receptor II signaling pathway, Beta3 adrenergic receptor signaling pathway, Dopamine receptor mediated signaling pathway, Opioid prodynorphin pathway, Opioid proenkephalin pathway, 5-HT4 type receptor mediated signaling pathway, Muscarinic acetylcholine receptor 1 and 3 signaling pathway, Ionotropic glutamate receptor pathway, and Opioid proopiomelanocortin pathway. These pathways are all related to neurotransmitters and receptors in neural transmission and their roles in restoration and neurogenesis of the cerebellar wound healing process need further elaboration.

### Cross-talks between the three groups of proteins of PPI network in the cerebellar wound healing process

Moreover, the orchestrated interactions (cross-talks) among pathways are more important than themselves. The cross-talks among signal/regulatory pathways have been discussed to coordinate for efficient inflammatory responses for different stimuli in infectious process [35], [36]. Therefore, at first, we examine the cross-talks between the three groups of proteins, extracted from our dynamic PPI network (in Fig. 5), in the cerebellar wound healing process.

In groups A and P, i.e., the proteins whose temporary expression profiles are positively correlated with the ZMI and the proteins in the acute phase, there are two major sub-networks (AP1 and AP2) emerging from our PPI network (see Fig. 7A; ZFIN symbols for the edges between two groups are given in Table S5 in File S1). 

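The ribosomal S6 kinase rps6kb1a, a node of group A in this part of the network, was above control at 0.25 dpl with a log2 ratio of 0.87 and below it at 10 dpl with −0.63. Other nodes of group A were the NF-κB inhibitor nfkbiab (0.77 at 0.25 dpl), the DNA repair gene fancd2 (0.86) and the glycolysis regulator pfkfb4b (0.74). Among the nodes of group P, tuba1b, rac2, pak2a, actb1, actb2 and arhgap15 rose with the ZMI, the actin genes actb1 and actb2 by 0.81 (standard error 0.17, adjusted p = 0.0464) and 0.61 (standard error 0.12, adjusted p = 0.041), and arhgap15 by 0.91 (standard error 0.20, adjusted p = 0.0489). The replication clamp pcna had 0.97 (standard error 0.25, adjusted p = 0.0726). Table S5 lists 43 interactions between these groups here, over 16 nodes of group A, of which 12 were measured and 8 were assigned to group A here, and 22 nodes of group P, of which 21 were measured and 16 were assigned to group P. Over all sub-networks, 14 of 50 measured group P nodes rose, 0 fell and 36 did not pass (45 rose when adjusted over the list alone), with a median slope of 0.70 (camera, adjusted p = 1.14e-25, and adjusted p = 0.179 with an estimated correlation). The study chose these nodes on the same arrays, so their counts are not independent evidence, and the interactions themselves were not re-derived.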

In the sub-network AP1, the cross-talks between the PI3K pathway enriched in group A and cell cycle pathway and immune-related pathway enriched in group P are observed. This observation supports our understanding that PI3K pathways are involved in several crucial recovery processes, including cell proliferation and immune response in cerebellar wound healing process. In the sub-network AP2, the cannabinoid pathway cross-talks with neurotransmitter-related pathways. 

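All 5 measured nodes of group A in this part of the network were again assigned to group A, and the same genes recur across Table S5. Among the nodes, the opioid receptor oprm1 had a log2 ratio of 0.61 at 0.25 dpl and −1.09 at 6 dpl, and the GABA receptor gabbr1b had 0.16 and −0.52. The one measured node of group P, the G protein subunit gng12a, was again in group P, with 0.72 at 6 dpl and a slope of 0.41 along the ZMI (standard error 0.22, adjusted p = 0.315). Table S5 gives 10 interactions here, with 3 nodes of group P.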

The cannabinoid pathway has shown its importance in neurogenesis [26], [37]. This may imply that neurotransmitter-related pathways should play a role in neurogenesis, which may be regulated by cannabinoid pathway and has not been fully explored [38], [39].

**Figure 7:**
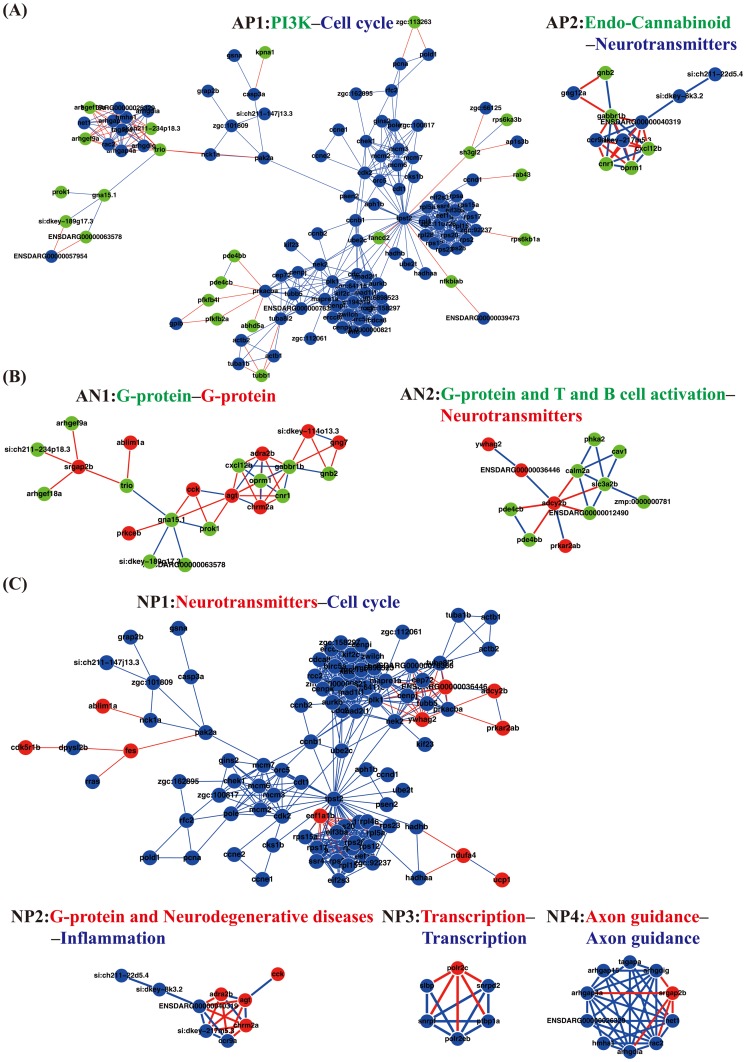
Cross-talks among significantly enriched pathways in the three significantly temporal groups of proteins. (A) Cross-talks between groups A and P: Cross-talks between PI3K pathways (enriched in group A) and the cell cycle (enriched in group P) dominated sub-network AP1. Cross-talks between endo-cannabinoid pathways (enriched in group A) and neurotransmitter-related pathways (enriched in group P) dominated sub-network AP2. (B) Cross-talks between groups A and N: Cross-talks between G-protein pathways (enriched in proteins from both groups A and N) dominated sub-network AN1. The cross-talks between G-proteins and T and B cell activation pathways (enriched in group A) and neurotransmitter-related pathways (enriched in group N) dominated the sub-network AN2. (C) Cross-talks between groups N and P: Cross-talks between neurotransmitter-related pathways (enriched in group N) and cell cycle pathways (enriched in group P) dominated sub-network NP1. Cross-talks between G-protein and neurodegenerative diseases pathways (enriched in group N) and inflammation pathways (enriched in group P) dominated sub-network NP2. Cross-talks between transcription pathways (enriched in both groups N and P) dominated sub-network NP3. Cross-talks between axon guidance pathways (enriched in both groups N and P) dominated sub-network NP4. Red lines indicate the cross-talks between groups and are listed in Table S5 in File S1.

In groups A and N, there were also two major sub-networks (AN1 and AN2) (Fig. 7B; ZFIN symbols for the edges between two groups are given in Table S5 in File S1). 

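The chemokine gene cxcl12b, a node of group A, had a log2 ratio of 0.27 at 0.25 dpl and −0.70 at 10 dpl, and the guanine exchange factors arhgef9a and arhgef18a had 0.27 and 0.34 at 0.25 dpl and −0.79 and −0.59 at 10 dpl. The adrenergic receptor adra2b was the 1 node of group N that fell along the ZMI, and gng7, a G protein subunit of group N, had −0.91 at 6 dpl. In the 26 interactions of this part of the network, 9 of 10 measured nodes of group A and 5 of 5 of group N were assigned to the same group here. Over all sub-networks, 0 of 21 measured group A nodes rose or fell. Their median slope was −0.33 (camera, adjusted p = 0.0138, and adjusted p = 0.609 with an estimated correlation), and between −0.464 and −0.175 when leaving out each array in turn. With slide as a block it was −0.82 (camera, adjusted p = 1.97e-08, not run with an estimated correlation), and between −0.905 and −0.046 when also leaving out each array. Of 12 measured group N nodes, 0 rose, 1 fell and 11 did not pass (10 fell when adjusted over the list alone), with a median slope of −0.49 (camera, adjusted p = 3.53e-06, and adjusted p = 0.257 with an estimated correlation). As the nodes were picked by the study from these arrays, this is not independent evidence.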

The sub-network, AN1, contains interactions among cellular communication pathways because G-protein pathways are enriched in both groups. In the sub-network AN2, G-protein pathways and T and B cell activation pathways enriched in group A have links to neurotransmitter-related pathways enriched in group N. This cross-talk between immune system and neurotransmitters is an interesting area in cerebellar wound healing process [40]–[42].

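The amino acid transporter chain slc3a2b, a node of group A, had a log2 ratio of 1.80 at 0.25 dpl and −0.74 at 28 dpl. The adenylyl cyclase gene adcy2b, the node of group N, had −1.001 at 6 dpl and a slope of −0.51 along the ZMI (standard error 0.20, adjusted p = 0.192). The calmodulin gene calm2a, the other measured node of group A, stayed between −0.26 and 0.21 at all time points and was not assigned to a group. Table S5 lists 4 interactions here.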

Third, there are four major sub-networks in groups N and P (NP1 to NP4) (Fig. 7C; ZFIN symbols for the edges between two groups are given in Table S5 in File S1). 

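Ribosomal proteins and a mitotic kinase are among the nodes of group P in this part of the network. The ribosomal proteins rps12, rpl15 and rpl5a rose along the ZMI, rpl5a by 0.70 (standard error 0.13, adjusted p = 0.0341), as did mapre1a, which binds growing microtubule ends, by 1.16 (standard error 0.22, adjusted p = 0.0353). The mitotic kinase plk1 had a slope of 1.23 (standard error 0.38, adjusted p = 0.118) and a log2 ratio of 1.53 at 6 dpl. Of group N, the elongation factor eef1a1b had −0.71 (standard error 0.20, adjusted p = 0.0958) and cdk5r1b, a neuronal activator of a cyclin-dependent kinase, −0.41 (standard error 0.16, adjusted p = 0.184). Of 27 measured group P nodes, 26 were assigned to group P again and 7 rose, and of 7 measured group N nodes, 6 were assigned to group N again and 0 fell, over 32 interactions of nodes that the study chose on these arrays.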

In the sub-network NP1, neurotransmitter-related pathways have links to the cell cycle pathway, which constitutes another interesting cross-talks [38], [39]. 

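The muscarinic receptor chrm2a, the angiotensinogen gene agt and the adrenergic receptor adra2b, the 3 nodes of group N, were below control through the first days. Their log2 ratios at 6 dpl were −0.68, −1.196 and −0.96, and at 28 dpl they were −0.13, 0.40 and −0.12. The slope along the ZMI was −0.48 for chrm2a (standard error 0.14, adjusted p = 0.0961) and −0.80 for agt (standard error 0.29, adjusted p = 0.160), and that of adra2b passed limma's test. All 3 were assigned to group N here, while neither of the 2 nodes of group P was measured.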

In the sub-network NP2, inflammation-related pathways of group N have cross-talks with the G-protein and Alzheimer's pathway. Neurodegenerative diseases are often associated with prolonged brain injury. However, the molecular mechanisms by which the prolonged brain injury could induce neurodegenerative diseases are still unclear. Based on our network, it suggests that inflammation may be involved in the origination of neurodegenerative diseases. 

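The splicing gene snrpd2 rose along the ZMI by 0.61 (standard error 0.12, adjusted p = 0.0393). Other RNA genes of group P were the splicing factor gene snrpf with a slope of 0.82 (standard error 0.22, adjusted p = 0.0807) and ptbp1a with 0.77 (standard error 0.21, adjusted p = 0.0906). The RNA polymerase subunit polr2c, the node of group N, had −0.54 (standard error 0.23, adjusted p = 0.211) and a log2 ratio of −0.85 at 6 dpl, while polr2eb, a subunit listed for group P, had 0.52 (standard error 0.14, adjusted p = 0.093) and stayed below the fold thresholds. Of 4 measured nodes of group P, 3 were assigned to group P again.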

The sub-network NP3 contains many gene regulatory interactions, e.g., transcriptions, are enriched in both groups. By examining adjacent nodes of NP3, we find that the sub-network NP3 links to the cell cycle pathway through nodes that were not included in the three groups. NP3 may play a role in regulating and communicating other genes that were not belong to the three groups. The sub-network NP4 is dominated by axon guidance pathway, which can be seen as an indication of neurogenesis or functional recovery in cerebellar wound healing process. 

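The genes arhgdia and rac2 rose along the ZMI, arhgdia by 0.70 (standard error 0.13, adjusted p = 0.0363). Other nodes of group P were arhgap4a with a slope of 1.48 (standard error 0.52, adjusted p = 0.152), arhgdig with 1.01 (standard error 0.27, adjusted p = 0.0828) and net1 with 0.57 (standard error 0.17, adjusted p = 0.099). All 5 nodes of group P were assigned to it here, and the 1 node of group N was not measured.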

By examining adjacent nodes of NP4, axon guidance pathway indirectly links to the G-protein pathways through nodes not including in the three groups. In summary, we develop a schematic diagram of cross-talks among the pathways enriched in the three group that may explain the underlying mechanism of the cerebellar wound healing process (Fig. 8A).

**Figure 8:**
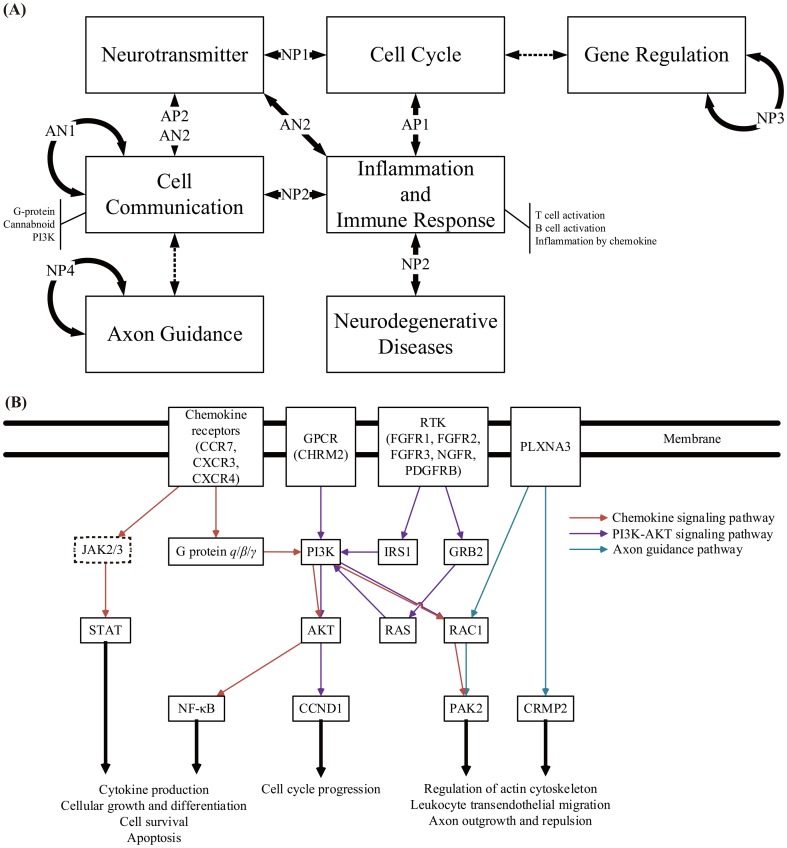
Schematic diagram of wound healing-related cellular pathways and their cross-talks among inflammation, neurogenesis, and angiogenesis. (A) Pathways shown in blocks were enriched in the sub-networks (Fig. 7). Their cross-talks were observed in the cerebellar wound healing PPI network of zebrafish (solid arrows indicate cross-talks involving proteins in groups A, N, and P; dashed arrows indicate cross-talks involving proteins not in these groups). To establish cell communication and defense mechanisms (inflammation and immune response) after brain injury, cell communication was related to neurotransmitter-related pathways (through AP2 and AN2), the axon guidance pathway (through NP4 indirectly), and itself (through AN1). Defense mechanisms were related to the cell cycle pathway (through AP1), neurotransmitter-related pathways (through AN2), the cell communication pathway (through NP2), and neurodegenerative diseases (through NP2). Cell cycle pathways also interacted with gene regulation pathways through NP3 indirectly. (B) The cross-talks are found among pathways of inflammation, neurogenesis, and angiogenesis in cerebellar wound healing process. Inflammation is mediated by chemokine signaling pathway. New neural and vascular cells generation is mediated by PI3K-AKT signaling pathway and axon guidance pathway. PI3K in chemokine signaling pathway also regulates the PI3K-AKT signaling pathway and axon guidance pathway. PAK2 in axon guidance pathway also maintains the stability of vascular.

Generally, the cross-talks exist not only in these three groups but also in the whole PPI network. Next, by examining the cross-talks of the following three pathways (Fig. 8B) significantly enriched in the whole network, we find connection among inflammation, neurogenesis, and angiogenesis, which are essential for the restoration from the injured brain. 

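The receptor cxcr3.2 was highest early, with a log2 ratio to control of 2.51 at 3 dpl, and its relative cxcr3.1 had 2.38 at 6 dpl. The receptor cxcr4a, in group A, had 1.09 at 0.25 dpl and −1.21 at 10 dpl, while cxcr4b had 1.51 and ccr7 0.74 at 15 dpl. Downstream, the transcription factor stat3 had 1.66 at 0.25 dpl and was higher at 1 to 6 dpl than at 10 to 28 dpl by 1.25 (standard error 0.28, adjusted p = 0.0339), stat6 was lower by −0.70 (standard error 0.078, adjusted p = 0.00837), and stat1b had 2.83 at 6 dpl. The kinase jak3 and nfkb2, both in group P, had 1.23 and 0.70 at 6 dpl. Of 17 measured genes of this pathway in Fig. 8B, which the study chose on these arrays, 1 rose along the ZMI and 16 did not pass (camera, adjusted p = 0.0893; median slope 0.23). The median slope was 0.21 within slide 1 and −0.043 within slide 2. With slide as a block and each array left out in turn, it lay between −0.174 and 0.203.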

In the chemokine signaling pathway, a pro-inflammatory pathway, chemokine (C-X-C motif) receptor 3 and 4 (CXCR3 and CXCR4) and chemokine (C-C motif) receptor 7 (CCR7) are found in our network and viewed as a start point to activate a series of inflammatory events (e.g., activations of STAT and NF-κB signaling pathways). The PI3K is in the middle of the pathway and also involved in another pathway, PI3K signaling pathway. 

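The growth factor receptor fgfr1a peaked at 0.25 dpl, while fgfr2 had a log2 ratio of −1.34 at 1 dpl. The receptor pdgfrb had 0.93 at 6 dpl and the neurotrophin receptor ngfra −0.64 at 15 dpl. The adaptor irs1 stayed between −0.35 and 0.03 at all time points. None of these 5 passed limma's test along the ZMI.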

In the PI3K signaling pathway, several receptor tyrosine kinases (FGFR, NGFR, and PDGFR), insulin receptor substrate 1 (IRS1), cholinergic receptor muscarinic 2 (CHRM2), and growth factor receptor-bound protein 2 (GRB2) are all in our network. 

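The cyclin gene ccnd1 was above control at 6 dpl with a log2 ratio of 0.74, and its slope along the ZMI was 0.325 (standard error 0.22, adjusted p = 0.42). The PI3K regulator pik3r3a had 1.12 at 0.25 dpl and −1.68 at 28 dpl. Among the AKT genes, akt3a had 0.48 at 0.25 dpl and akt2 0.44 at 1 dpl. Of 24 measured genes of this pathway in Fig. 8B, rras rose along the index, 0 fell and 23 did not pass (camera, adjusted p = 0.74; median slope −0.005), a list the study chose on these arrays.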

The information will be transduced to AKT through PI3K, and then promote cell cycle progression through cyclin D1 (CCND1), which stands for a sign for new cell generation. More interestingly, the PI3K is also functional in axon guidance pathway through regulating cytoskeleton. 

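The integrin itgb1b had a log2 ratio of 1.03 at 0.25 dpl and was higher at 1 to 6 dpl than at 10 to 28 dpl by 0.52 (standard error 0.082, adjusted p = 0.0165), while itgb1a was lower by −0.32 (standard error 0.079, adjusted p = 0.0424). The plexin plxna3 had −0.53 at 0.25 dpl, and the GTPase rac1b 0.22 at 6 dpl. The growth cone protein dpysl2b, in group P, had 1.18 at 6 dpl and a slope along the ZMI of 0.76 (standard error 0.24, adjusted p = 0.118). The kinase pak2a rose with the index, and its relative pak2b had a slope of 0.13 (adjusted p = 0.526). Of the 10 measured genes, which the study chose on these arrays, 1 rose and 9 did not pass (2 rose when adjusted over the list alone). Their median slope was 0.23 (camera, adjusted p = 0.0758), and between 0.09 and 0.249 when leaving out each array in turn.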

In the axon guidance pathway, in particular, the semaphorins-related ones, integrin beta 1 (ITGB1) and plexin A3 (PLXNA3) in our network are receptors for semaphorins and activate downstream regulators: ras-related C3 botulinum toxin substrate 1 (RAC1), dihydropyrimidinase-like 2 (DPYSL2 or CRMP2), and p21 protein (Cdc42/Rac)-activated kinase 2 (PAK2). PAK2 is involved in the vascular stabilization, which may be an important function after angiogenesis. DPYSL2 controls branching guidance and number of nurites. PLXNA3 is related to the morphogenesis of motor neurons and thus could have contributions to the recovery of zebrafish movement. Through this pathway validation, it confirms our network and reveal the relationships among inflammation, neurogenesis, and angiogenesis in cerebellar wound healing process from the aspect of pathways cross-talks.

## Discussion

TBI is one of the leading causes of disability in the USA [1]. However, the complex and intricate nature of the brain makes it very difficult to address this problem. To date, there are no FDA-approved pharmacological therapies [43]. Nevertheless, several recent advances have been made, through mass spectrometry, bioinformatics tools and systems biology, in discovering biomarkers which could serve as potential therapy targets [44].

In this study, we used zebrafish, which can recover from cerebellum injuries, to investigate potential signaling pathways and their cross-talks that may be crucial for TBI recovery and can also constitute useful biomarkers. Based on a set of time-course microarray experiments and the integration of omic data extracted from databases, a zebrafish PPI network of cerebellum wound healing processes was built. By analyzing the temporal expression patterns, three major protein groups (the acute, positively and negative related groups, i.e. Groups A, P, and N) are identified. Within each group, several significantly enriched pathways are found, and their relationships with the cerebellar wound healing process are confirmed through literature survey. The cross-talks of these significantly enriched pathways are revealed by using the constructed zebrafish PPI network of cerebellum wound healing process (see Fig.8A).

After injury of the cerebellum, cellular communication (i.e. G-protein and endo-cannabinoid pathways) and defense mechanisms (inflammation and immune responses) are provoked to coordinate the subsequent recovery processes. G-protein pathways and endo-cannabinoid pathways interact with neurotransmitter-related pathways (through sub-networks AP2 and AN2), after which those neurotransmitter-related pathways cause the activation of cell cycle pathways (through sub-network NP1), which is crucial in neurogenesis. Meanwhile, the G-protein pathways also indirectly initiate axon guidance which is maintained by cross-talks between groups N and P (sub-network NP4). The defense mechanisms, i.e. inflammation and immune responses, interact with cell cycle pathways and neurotransmitter-related pathways for restoration through sub-networks AP1 and AN2, respectively. Inflammation is interpreted as a necessary and sufficient condition for neurogenesis [45]. Hence, there should be cross-talks between the inflammation and cell cycle pathways for coordination in cerebellar wound healing process. Moreover, inflammation also seems to be connected with neurodegenerative diseases, e.g. Alzheimer's, Parkinson's and Huntington's diseases (through sub-network NP2), which are common in brain injury patients [46]. The cross-talks between immune responses and neurotransmitter-related pathways, which have also been reported in the literature, may provide an opportunity for TBI therapy. The following pathway validation reconfirms our PPI network and reveals the cross-talks among inflammation neurogenesis, and angiogenesis, which are crucial in the TBI recovery. The PI3K (Fig. 8B) adapts the information from chemokines, growth factors, and G-protein coupled receptors and further transduces the information to NF-κB, cyclins, and PAK2. It seemly plays a central role to regulate cytokine production, cell cycle progression, and axon outgrowth. 

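A few genes of steroid metabolism were higher at 0.25 dpl than in the control, while their list was not. The list's median log2 ratio there was 0.03, with 3 of 21 genes at or above 1.5-fold and 3 at or below 0.67-fold. In group A were 5 of the 21, against 571 of 13765 genes overall. The enzymes hsd11b2 and srd5a2a had log2 ratios to control of 1.51 and 1.28 at 0.25 dpl, picked with 3 further members of group A after their values were seen, hsd17b3 (0.65), the aromatase cyp19a1a (0.51) and hsd3b7 (0.50). Along the ZMI, hsd17b14 rose by 1.31 (standard error 0.23, adjusted p = 0.0341), and of 21 measured steroid genes 0 fell and 20 did not pass (1 rose and 1 fell when adjusted over the list alone; median slope −0.32; camera, adjusted p = 0.101, and adjusted p = 0.257 with an estimated correlation; with slide as a block −0.40, adjusted p = 0.0256). Cholesterol synthesis genes were below control from 1 dpl on, with a median of −0.85 at 1 dpl, −1.06 at 15 dpl and −0.97 at 28 dpl over 25 genes. Their median slope was −0.40 (camera, adjusted p = 5.67e-04, and adjusted p = 0.56 with an estimated correlation), between −0.624 and −0.098 when leaving out each array in turn, −0.58 with slide as a block (adjusted p = 7.6e-05, and between −0.654 and 0.312 when also leaving out each array), −0.685 within slide 1 and 0.78 within slide 2, with 0 genes past limma's test over all genes or adjusted over the list alone. The brightest of them include hmgcs1 with −0.86 (standard error 0.57, adjusted p = 0.416) and dhcr7 with −0.43 (standard error 0.18, adjusted p = 0.214). Of 48 genes of radial glia, progenitors and Notch signalling, 3 rose, 0 fell and 45 did not pass (3 rose and 1 fell when adjusted over the list alone): the Notch modifier mfng with 1.17 (standard error 0.21, adjusted p = 0.0341), the growth factor mdka with 0.93 (standard error 0.19, adjusted p = 0.0424) and the glial marker s100b with 0.86 (standard error 0.18, adjusted p = 0.045). That list's median slope was 0.03 (camera, adjusted p = 0.414, and adjusted p = 0.799 with an estimated correlation) and 0.405 with slide as a block (adjusted p = 0.0134, and between −0.057 and 0.436 when also leaving out each array).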

Besides PI3K, we also found some plausible targets for further experimental designs, for example, the steroid biosynthesis, the hormone biosynthesis, and the notch signaling pathway, which are all enriched in our network.

The systems biology methodology can systematically analyze high-throughput data, and has also been suggested as a promising way to discover biomarkers for TBI [47]. Our refined PPI network reveals the cross-talks between several pathways, including some well-known cross-talks to coordinate between the immune response and cell communication processes for regeneration. Our results also indicates cross-talks between the immune response process and neurodegenerative diseases, which have been demonstrated by Feala et al. [47]. Neurotransmitters may also be involved in the TBI recovery process through their effect on cell cycle regulations [38], immune responses [48], and cell communication [49]. The roles of the neurotransmitter-related pathways in the TBI process have been less addressed. It is therefore interesting to study the roles of neurotransmitters in neuron regeneration. Finally, the cross-talks and plausible nodes identified in this study will be helpful in deciphering the molecular interactions between these pathways or cells in the wound healing process, and make human CNS regeneration possible in the future.

## Supporting Information

File S1 **Combined supporting information file containing the following**: Method S1. Dynamic model of the wound healing-related cellular PPI network. Method S2. Interaction parameter identification using the time series microarray data. Method S3. Determination of significant interaction pairs. Table S1. RNA QA/QC information. Table S2. The significantly enriched pathways in group A. Table S3. The significantly enriched pathways in group P. Table S4. The significantly enriched pathways in group N. Table S5. ZFIN symbols of nodes in the sub-networks. Figure S1. The wrapped needle and the sagittal brain sections after injury. Figure S2. 3D image of blood vessels and proliferating cells during regeneration. Figure S3A. The published time course microarray data for validation. Figure S3B. The published time course microarray data for validation. Figure S4. Examples of the over-represented pathways enriched by proteins from group A and involved in the acute inflammation and immune response during the wound healing process. Figure S5. Examples of the over-represented pathways enriched by proteins from group P and positively correlated with ZMI. Figure S6. Examples of the over-represented pathways enriched by proteins from group N and negatively correlated with ZMI.
(DOCX)

File S2 **The list of protein-protein interactions for** **Fig.5** **.**
(XLSX)

# Supplementary material for: On the Crucial Cerebellar Wound Healing-Related Pathways and Their Cross-Talks after Traumatic Brain Injury in Danio rerio
**Source:** PLoS One. 2014 Jun 13;9(6):e97902. doi: 10.1371/journal.pone.0097902
**Supplement:** File S1 — Combined supporting information file containing the following: Method S1. Dynamic model of the wound healing-related cellular PPI network. Method S2. Interaction parameter identification using the time series microarray data. Method S3. Determination of significant interaction pairs. Table S1. RNA QA/QC information. Table S2. The significantly enriched pathways in group A. Table S3. The significantly enriched pathways in group P. Table S4. The significantly enriched pathways in group N. Table S5. ZFIN symbols of nodes in the sub-networks. Figure S1. The wrapped needle and the sagittal brain sections after injury. Figure S2. 3D image of blood vessels and proliferating cells during regeneration. Figure S3A. The published time course microarray data for validation. Figure S3B. The published time course microarray data for validation. Figure S4. Examples of the over-represented pathways enriched by proteins from group A and involved in the acute inflammation and immune response during the wound healing process. Figure S5. Examples of the over-represented pathways enriched by proteins from group P and positively correlated with ZMI. Figure S6. Examples of the over-represented pathways enriched by proteins from group N and negatively correlated with ZMI.

**Supplementary material**

**Method S1. Dynamic model of the wound healing-related cellular PPI network**

In the above candidate PPI network, the candidate interactions could be depicted as a dynamic system, in which the interactive proteins and mRNA are the inputs and the protein activities are the outputs. In particular, given a target protein *p* that interacts with *N* proteins in the candidate PPI network, the dynamic model of the protein *p* is described as follows:

where *y_p_*[*t*] and *y_q_*[*t*] represent the protein activity level of the target protein *p* and the *q*-th protein interacting with *p* at time *t*, respectively; *b_pq_* denotes the ability of the *q*-th interactive protein to interact with *p*; *α_p_* denotes the translation effect from mRNA to *p*; *x_p_*[*t*] represents the mRNA expression level of *p*; *β_p_* indicates the degradation effect of *p*; and *ω_p_*[*t*+1] is stochastic noise. The rate of PPI is proportional to the product of the concentrations of the two proteins involved ([Alon, 2007](#_ENREF_2)), i.e. it is proportional to the probability of molecular collisions between two proteins. The interaction is therefore modeled as a nonlinear multiplication scheme. For example, in the PPI network, the phosphorylation of *y_p_*[*t*] by kinase *y_q_*[*t*] is proportional to the product of the concentration of kinase *y_q_*[*t*] and its substrate *y_p_*[*t*] ([Alon, 2007](#_ENREF_2)). The biological meaning of equation (1) is that the activity level of *p* at time *t*+1 is attributed to its activity level at time *t*, plus the effects of interactions with *N* interactive proteins, plus the translation product from the mRNA, minus the degradation effect, plus any stochastic noise. Because of the undirected nature of protein interactions, there is no direction between interacting proteins in the candidate PPI network. The interaction parameter *b_pq_*, translation parameter *α_p_* and decay rate *β_p_* were estimated from the microarray data, as described below.

**Method S2. Interaction parameter identification using the time series microarray data**

The interaction parameters for the dynamic network model were identified using the microarray data collected as described above. The interaction parameters were identified using a least squares parameter estimation formula ([Coleman & Hulbert, 1989](#_ENREF_3)). Equation (1) can be rewritten as follows:

where *ϕ_p_*[*t*] indicates the regression vector, which can be computed directly from microarray data points, and *θ_p_* is the parameter vector to be estimated. The dataset used for parameter estimation was small, so to avoid overfitting, the cubic spline method ([De Boor, 2001](#_ENREF_4); [Jaakkola, 2002](#_ENREF_5)) was used to interpolate extra time points for the gene expression data. For simplicity, at different time points *t*= 1, …, *L*, equation (2) can be presented as follows:

where *Y_p_*=[*y_p_*[2] *y_p_*[1] ⋯ *y_p_*[*L*]]*^T^*, Φ*_p_*=[*ϕ_p_*[1] *ϕ_p_*[2] ⋯ *ϕ_p_*[*L*–1]], and *L* is the number of data points of microarray data after cubic spline interpolation. The least squares parameter estimation routine can then be formulated as follows:

.

Because there was no large-scale measurement of protein activities available, mRNA expression profiles in Fig. 2 were used to substitute for protein activity levels when identifying the interaction parameters. Although mRNA expression levels do not reflect protein expression levels exactly, there are partially positive correlations between them ([Newman et al, 2006](#_ENREF_8); [Orntoft et al, 2002](#_ENREF_9)). The least squares minimization formula (4) can be solved using the active set method for quadratic programming ([Coleman & Hulbert, 1989](#_ENREF_3)). The PPI parameter *b_pq_* was estimated for each protein in the candidate PPI network using the time series microarray data, i.e. through the estimated interaction abilities. However, since the candidate PPI network was constructed using data from a variety of biological experiments under a range of conditions, or inferred from orthology data, it contained many PPIs irrelevant to the wound healing process. The estimated interaction parameters *b̂_pq_* were therefore pruned using the model order (true interaction number) detection method, as described below.

**Method S3. Determination of significant interaction pairs**

When the PPI parameters *b̂_pq_* were identified, Akaike’s Information Criterion (AIC) ([Akaike, 1974](#_ENREF_1); [Johansson, 1993](#_ENREF_6)) was used to select model order and also identify significant interactions in the cerebellar wound healing-related PPI network, i.e., to determine the number *N* for target protein *p* in equation (1). AIC decreases as the residual error decreases and increases with the number of interactions (model complexity). As the expected residual error decreases with increasing interaction numbers for non-adequate model complexities, AIC should reach a minimum around the correct PPI number ([Akaike, 1974](#_ENREF_1); [Johansson, 1993](#_ENREF_6)). Therefore, AIC can be used to detect model order (number of PPIs) based on the protein interaction abilities *b̂_pq_* identified above. In this way we used AIC model order detection to prune the candidate PPI network one protein by on protein to obtain the refined PPI network using the time series microarray data and achieve a realistic PPI network.

**Table S1. RNA QA/QC information**

| Sample Name | RNA conc. (ng/μL) | RNA quantity (ng) | OD260/280 Ratio | Bioanalyzer chip lane location | 28S/18S Ration | RIN |
| --- | --- | --- | --- | --- | --- | --- |
| 6 hpl | 227.12 | 2044.08 | 2.12 | 1 | 1.8 | 9.4 |
| 1 dpl | 279.09 | 2511.81 | 2.11 | 2 | 1.3 | N/A |
| 3 dpl | 429.08 | 3861.72 | 2.12 | 3 | 1.0 | 9.4 |
| 6 dpl | 308.67 | 2778.03 | 2.13 | 4 | 1.3 | 9.7 |
| 10 dpl | 372.76 | 3354.84 | 2.14 | 5 | 1.4 | 9.6 |
| 15 dpl | 510.94 | 4598.46 | 2.13 | 6 | 0.9 | 9.1 |
| 21 dpl | 354.08 | 3186.72 | 2.1 | 7 | 1.5 | 8.6 |
| 28 dpl | 468.07 | 4212.63 | 2.13 | 8 | 1.5 | 9.3 |
| control | 576.71 | 5190.39 | 2.17 | 9 | 1.4 | 9.0 |

**Table S2. The significantly enriched pathways in group A.**

| Pathways | p-value |
| --- | --- |
| Endogenous_cannabinoid_signaling | 7.17E-06 |
| PI3 kinase pathway | 1.87E-05 |
| Androgen/estrogene/progesterone biosynthesis | 1.90E-05 |
| GABA-B_receptor_II_signaling | 3.47E-05 |
| Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway | 4.50E-05 |
| Thyrotropin-releasing hormone receptor signaling pathway | 2.88E-04 |
| Insulin/IGF pathway-mitogen activated protein kinase kinase/MAP kinase cascade | 6.87E-04 |
| Metabotropic glutamate receptor group II pathway | 1.26E-03 |
| TCA cycle | 1.69E-03 |
| Circadian clock system | 3.47E-03 |

**Table S3. The significantly enriched pathways in group P.**

| Pathways | p-value |
| --- | --- |
| Cell cycle | 4.94E-08 |
| Parkinson disease | 3.20E-05 |
| Integrin signaling pathway | 3.43E-05 |
| De novo pyrimidine deoxyribonucleotide biosynthesis | 2.68E-04 |
| Inflammation mediated by chemokine and cytokine signaling pathway | 4.15E-04 |
| Axon guidance mediated by semaphorins | 6.53E-04 |
| Cytoskeletal regulation by Rho GTPase | 8.56E-04 |
| T cell activation | 8.63E-04 |
| p53 pathway | 2.02E-03 |
| B cell activation | 3.29E-03 |
| Alzheimer disease-presenilin pathway | 5.94E-03 |
| Huntington disease | 5.98E-03 |

**Table S4. The significantly enriched pathways in group N.**

| Pathways | p-value |
| --- | --- |
| Muscarinic acetylcholine receptor 2 and 4 signaling pathway | 3.56E-10 |
| Heterotrimeric G-protein signaling pathway-Gi alpha and Gs alpha mediated pathway | 2.84E-08 |
| GABA-B_receptor_II_signaling | 9.11E-08 |
| Dopamine receptor mediated signaling pathway | 1.39E-07 |
| 5HT1 type receptor mediated signaling pathway | 2.63E-07 |
| Beta1 adrenergic receptor signaling pathway | 3.49E-07 |
| Beta2 adrenergic receptor signaling pathway | 3.74E-07 |
| Histamine H2 receptor mediated signaling pathway | 1.41E-06 |
| Endothelin signaling pathway | 4.66E-06 |
| Enkephalin release | 5.30E-06 |
| Metabotropic glutamate receptor group II pathway | 8.41E-06 |
| Muscarinic acetylcholine receptor 1 and 3 signaling pathway | 2.46E-05 |
| Beta3 adrenergic receptor signaling pathway | 5.54E-05 |
| Alpha adrenergic receptor signaling pathway | 6.49E-05 |
| Adrenaline and noradrenaline biosynthesis | 7.01E-05 |
| Metabotropic glutamate receptor group III pathway | 7.30E-05 |
| Opioid prodynorphin pathway | 1.07E-04 |
| 5HT4 type receptor mediated signaling pathway | 1.07E-04 |
| 5-Hydroxytryptamine biosynthesis | 1.24E-04 |
| Opioid proopiomelanocortin pathway | 1.29E-04 |
| Opioid proenkephalin pathway | 1.29E-04 |
| Synaptic_vesicle_trafficking | 1.54E-04 |
| Transcription regulation by bZIP transcription factor | 4.92E-04 |
| Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway | 5.89E-04 |
| Nicotine pharmacodynamics pathway | 7.76E-04 |
| Alzheimer disease-amyloid secretase pathway | 8.28E-04 |
| Oxytocin receptor mediated signaling pathway | 8.28E-04 |
| Thyrotropin-releasing hormone receptor signaling pathway | 9.08E-04 |
| Gonadotropin releasing hormone receptor pathway | 1.02E-03 |
| 5HT2 type receptor mediated signaling pathway | 1.15E-03 |
| Parkinson disease | 2.24E-03 |
| Hedgehog signaling pathway | 2.83E-03 |
| Apoptosis signaling pathway | 2.87E-03 |
| Histamine synthesis | 3.99E-03 |
| Inflammation mediated by chemokine and cytokine signaling pathway | 4.11E-03 |
| Cortocotropin releasing factor receptor signaling pathway | 4.41E-03 |

**Table S5. ZFIN symbols of nodes in the sub-networks**

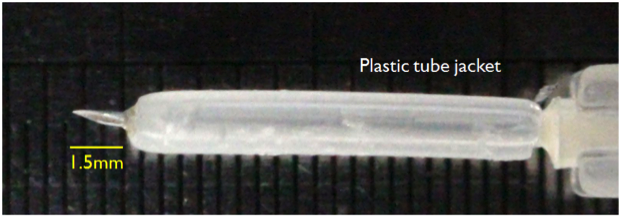

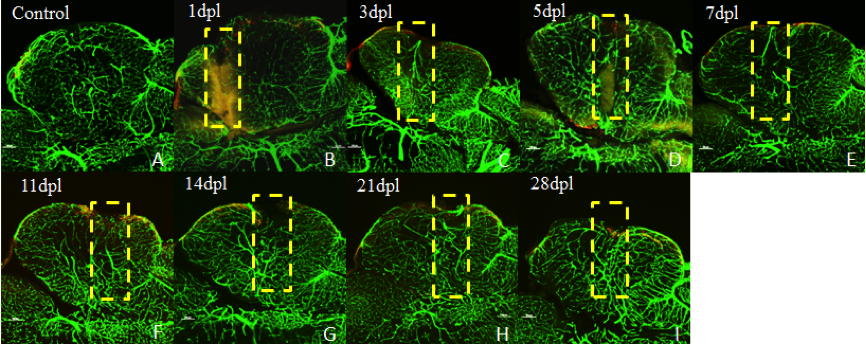

**Figure S1. The wrapped needle and the sagittal brain sections after injury.**

We controlled the injury depth by wrapping the needle with plastic tube and only left 1.5 mm needle tip for stabbing. Also the lesion depth with sagittal brain sections is examined. The white-dashed line surrounds the intact cerebellum, and the yellow-dashed rectangles in the other pictures point out the lesion depth. Lesion depth caused by modified needle only penetrates the cerebellum region, and does not wound other brain parts.

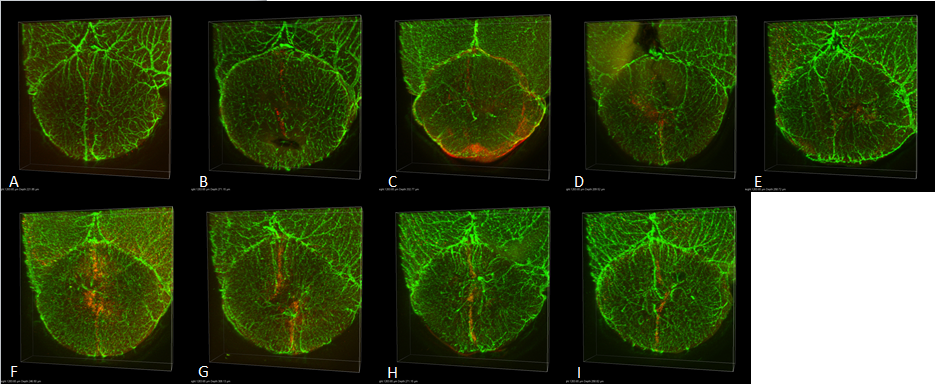

**Figure S2. 3D image of blood vessels and proliferating cells during regeneration.**

A: 3D image of blood vessels (green) and proliferating cells (red) before lesion. B-I: Represent 1-, 3-, 5-, 7-, 11-, 14-, 21- and 28- dpl cerebellum, respectively. B: After 1dpl, a wound can be clearly visible in cerebellum where the signals of blood vessels and proliferating cells are disappear. C-F: At 3- to 11- dpl, blood vessels are regrowth in the wound, and proliferating cells are accumulated to the wound. G: There is a gap in the wound where the blood vessels and proliferating cells are less. H-I: Blood vessels and proliferating cells fill in the wound and the PCNA signals are decrease if compare to 11- or 14- dpl.

Immunohistochemistry staining was performed following the standard procedure. Zebrafish brains were harvested and fixed with 4% paraformaldehyde (Merck) overnight at 4 °C. We then washed the zebrafish brains four times for 15 min in PBST. The brains were permeabilized in ice-cold acetone for 90 min at 4 C. They were then washed four times for 15 min with maleic acid buffer. Blocking buffer (2% BSA and 2% goat serum in maleic acid buffer) was used to block the brains for four hours at room temperature. Primary antibodies, rabbit anti-eGFP (1:600; Novus Biologicals, Littleton, CO, USA) and mouse anti-PCNA (sc-56, 1:50; Santa Cruz Biotechnology, Santa Cruz, CA, USA), were added to the blocking buffer incubate and stored overnight at 4°C. The samples were then washed four times for 30 min with maleic acid buffer. Secondary antibodies, goat anti-rabbit 488 (1:200; KPL, Gaithersburg, MD, USA) and goat anti-mouse 549 (1:200, KPL, Gaithersburg, MD, USA), were added to the blocking buffer to be incubated with the brains for 2 h. After that, brains were washed four times with maleic acid buffer for 30 min each time. Finally, brains were stored in FocusClear (CelExplorer Labs, Hsinchu, Taiwan) at 4 °C. Fluorescence images were taken using A1R confocal microscope (Nikon, Japan).

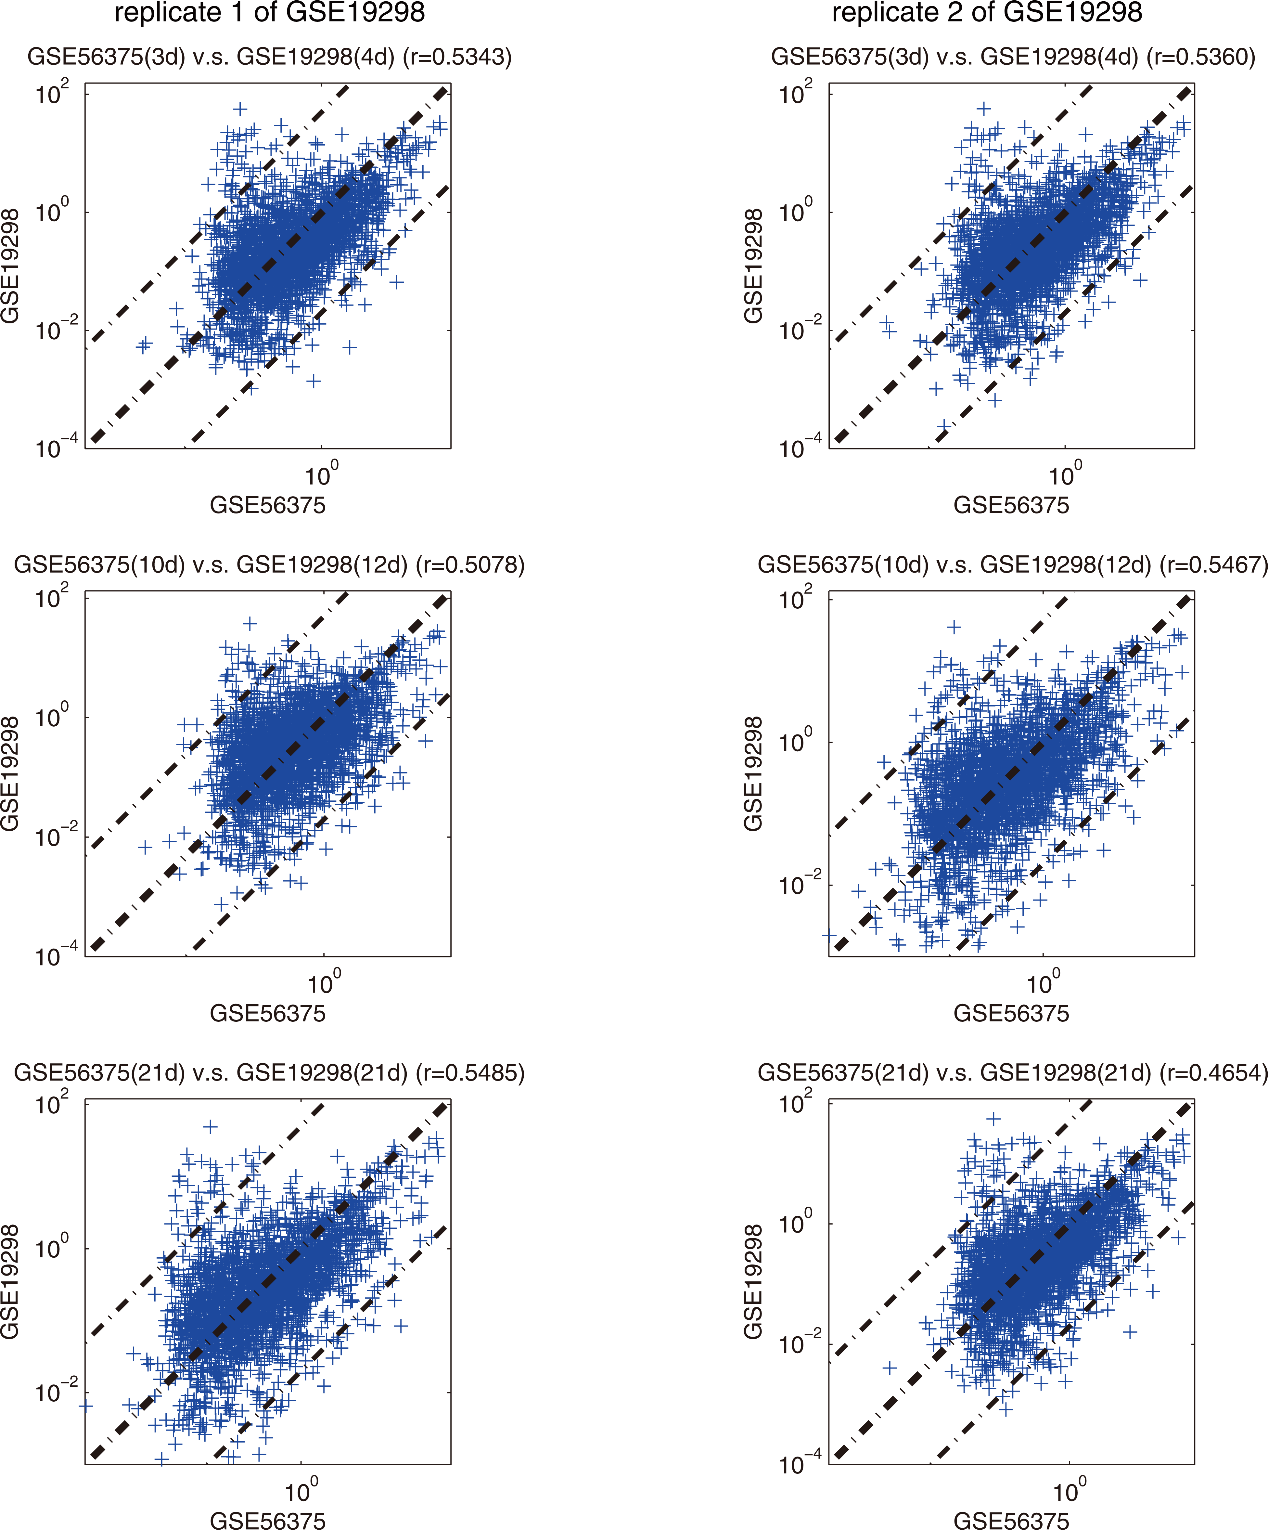

**Figure S3A. The published time course microarray data for validation.**

The published data of the optic nerve regeneration is GSE19298 ([McCurley & Callard, 2010](#_ENREF_7)). In this study, microarray analysis was performed on total RNA extracted from whole eye following optic nerve crush or sham surgery at defined intervals (4, 12, and 21 days). The x axis is our time course microarray data (after normalizing). The y axis is the published time course microarray data (after normalizing). The Pearson correlation coefficient is denoted as r.

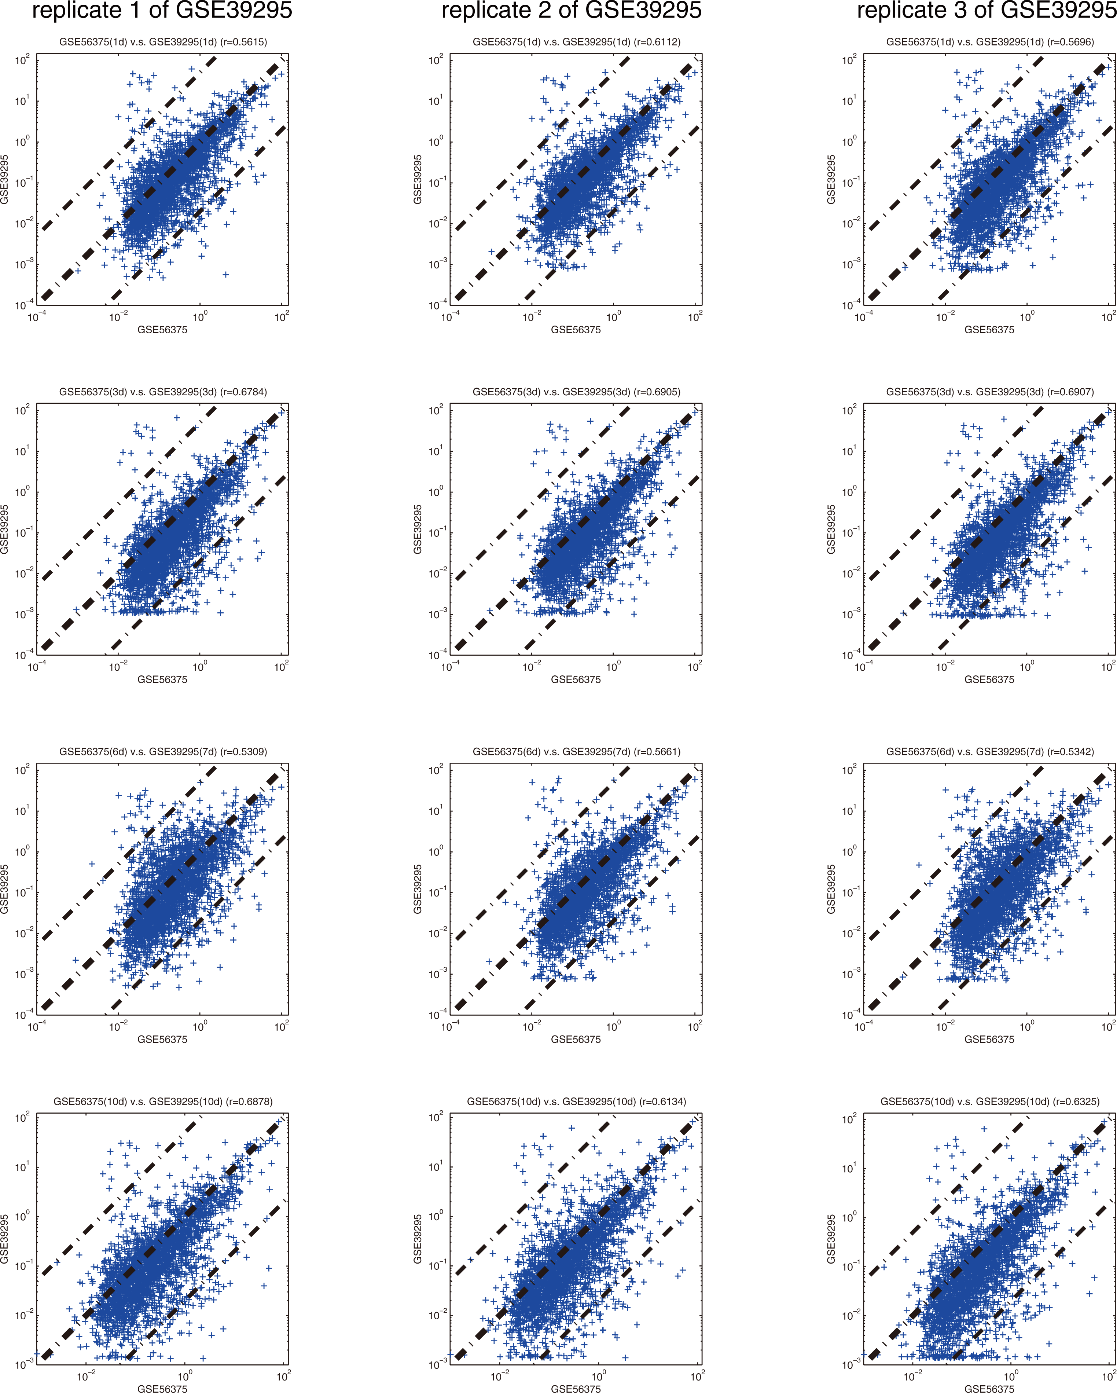

**Figure S3B. The published time course microarray data for validation.**

The published data of the spinal cord regeneration is GSE39295 (Hui et al, 2014). In this study, the spinal cord has been injured by crushing dorso-ventrally for 1 sec at the level of 15th/16th vertebrae. Later the wound were sealed by placing a suture. Both spinal cord injured and sham operated fish were allowed to regenerate and the progress of regeneration was observed after 1, 3, 7, 10 and 15 days of injury. Zebrafishes were anesthetized deeply for 5 minutes in 0.1% tricaine (MS222; Sigma, USA) and approximately 1 mm length of spinal cord both rostrally and caudally from injury epicenter were dissected out from 50-60 fishes in each batch and pooled for RNA extraction. The x axis is our time course microarray data (after normalizing). The y axis is the published time course microarray data (after normalizing). The Pearson correlation coefficient is denoted as r.

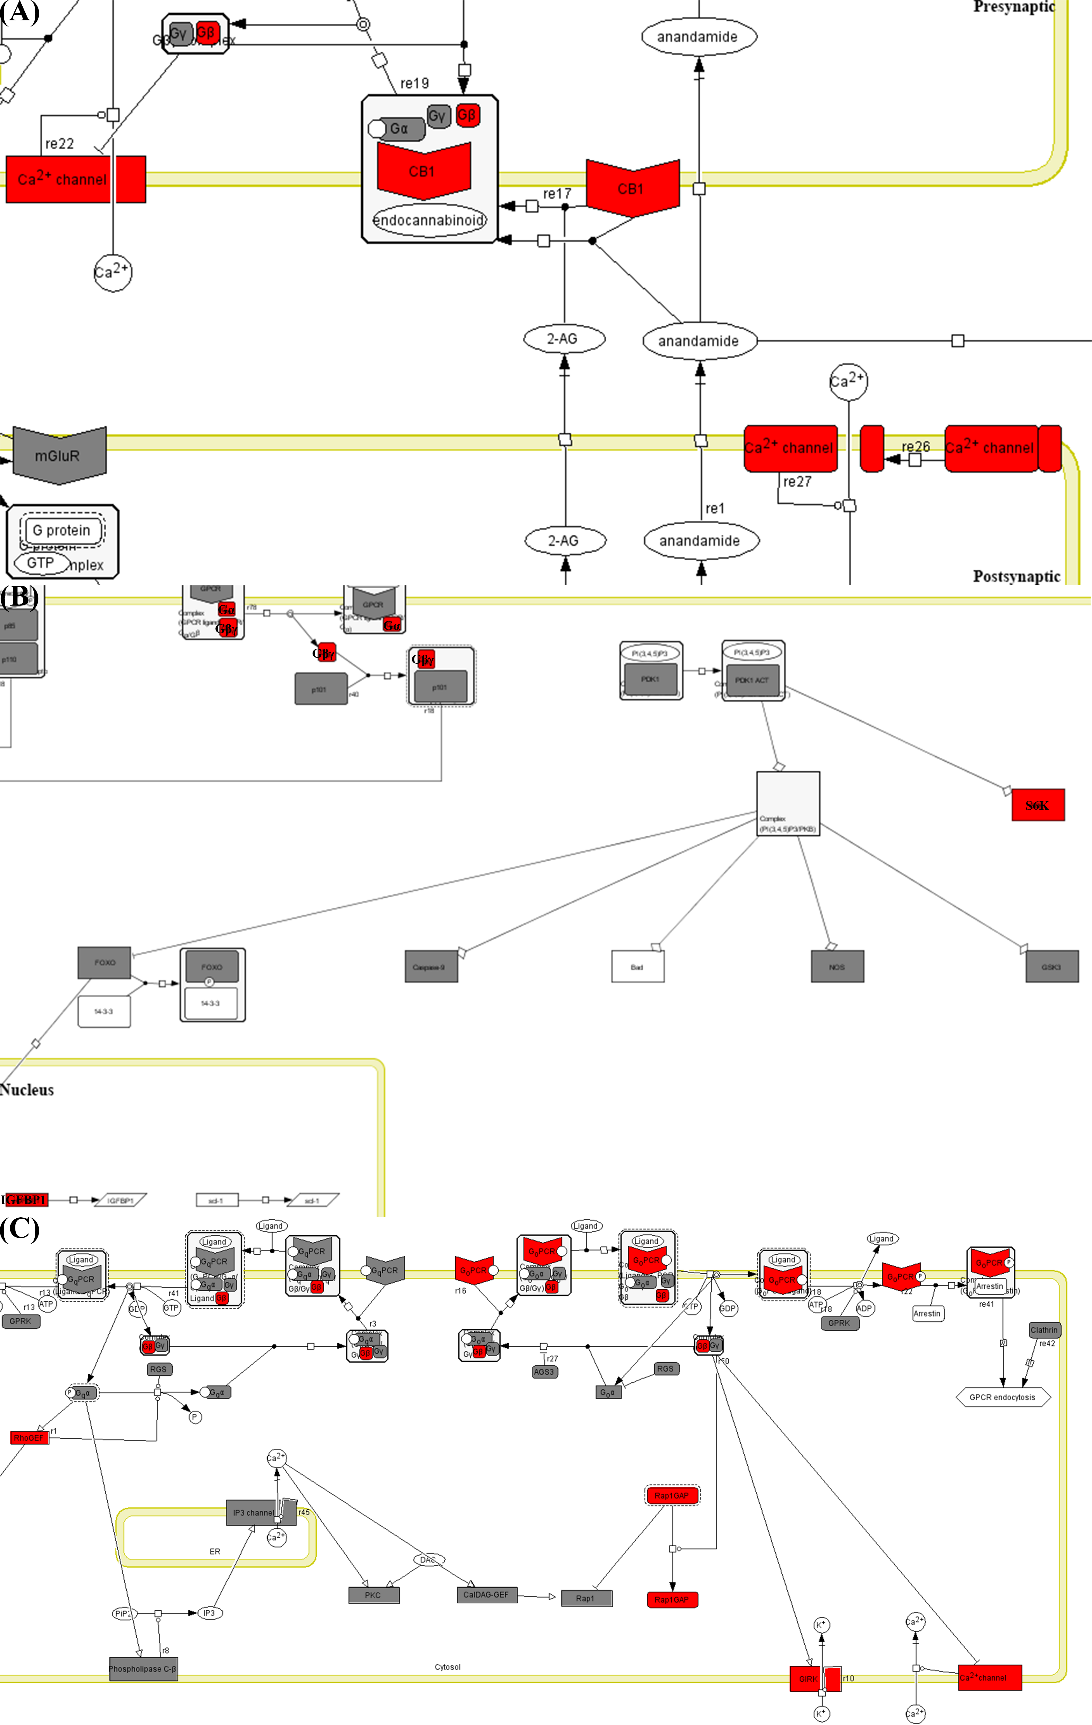

**Figure S4. Examples of the over-represented pathways enriched by proteins from group A and involved in the acute inflammation and immune response during the wound healing process.** These pathways were primarily involved in the acute inflammation and immune response to TBI. (A) Endogenous cannabinoid signaling pathway; (B) PI3 kinase pathway; (C) Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway. Proteins in group A are shown in red.

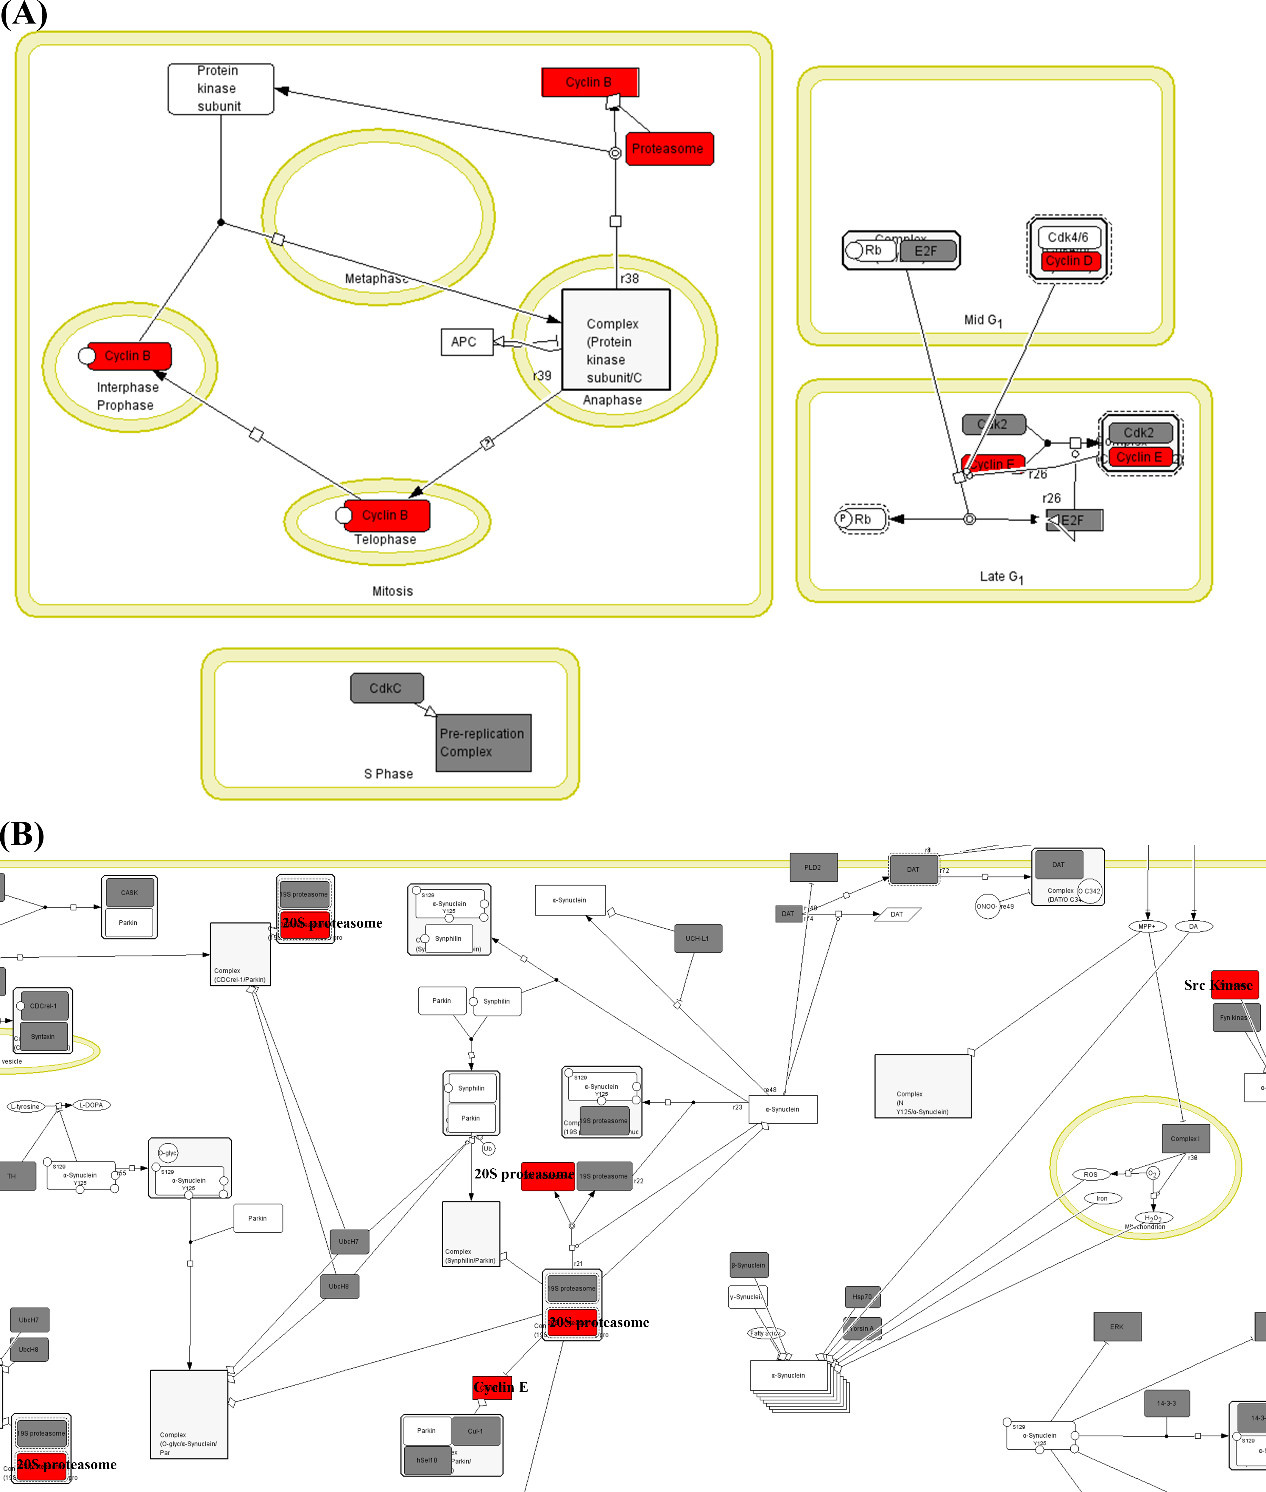

**Figure S5. Examples of the over-represented pathways enriched by proteins from group P and positively correlated with ZMI.** These pathways either played an important role in cytoskeleton regulation, angiogenesis and inflammation, or reflected the process in which behavioral disability increased initially and then decreased. (A) Cell cycle pathway; (B) Parkinson disease pathway. Proteins in group P are shown in red.

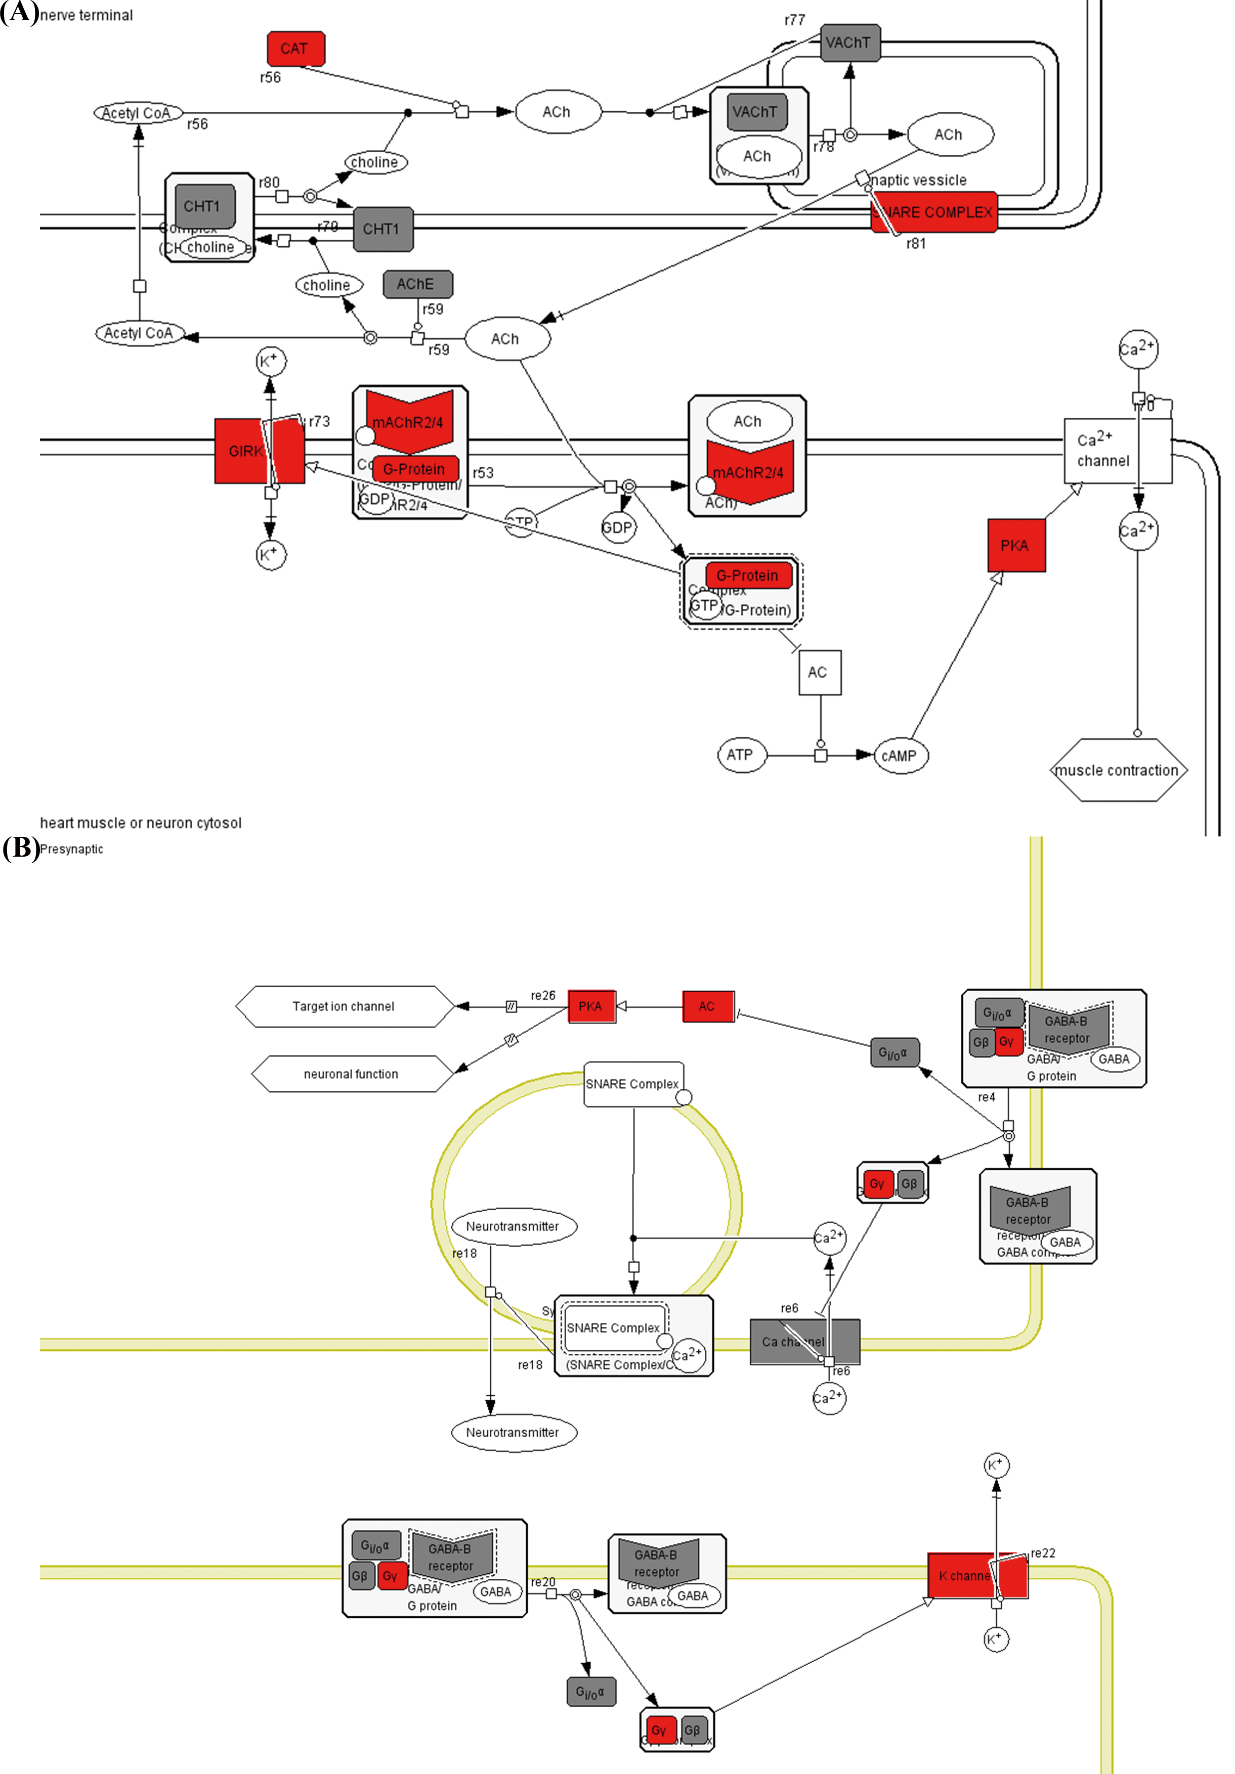

**Figure S6. Examples of the over-represented pathways enriched by proteins from group N and negatively correlated with ZMI.** These pathways support the functional recovery of neural transmission. (A) Muscarinic acetylcholine receptor 2 and 4 signaling pathway; (B) GABA-B receptor II signaling pathway. Proteins in group N are shown in red.

Referneces

Akaike H (1974) New Look at Statistical-Model Identification. *Ieee T Automat Contr* **Ac19:** 716-723

Alon U (2007) *An introduction to systems biology : design principles of biological circuits*, Boca Raton, FL: Chapman & Hall/CRC.

Coleman TF, Hulbert LA (1989) A Direct Active Set Algorithm for Large Sparse Quadratic Programs with Simple Bounds. *Math Program* **45:** 373-406

De Boor C (2001) *A practical guide to splines : with 32 figures*, Rev. edn. New York: Springer.

Jaakkola ZB-jaGGaDKGaTS (2002) A new approach to analyzing gene expression time series data. In *Proceedings of the sixth annual international conference on Computational biology*, pp 39-48.

Johansson R (1993) *System modeling and identification*, Englewood Cliffs, NJ: Prentice Hall.

McCurley AT, Callard GV (2010) Time Course Analysis of Gene Expression Patterns in Zebrafish Eye During Optic Nerve Regeneration. *Journal of experimental neuroscience* **2010:** 17-33

Newman JRS, Ghaemmaghami S, Ihmels J, Breslow DK, Noble M, DeRisi JL, Weissman JS (2006) Single-cell proteomic analysis of S-cerevisiae reveals the architecture of biological noise. *Nature* **441:** 840-846

Orntoft TF, Thykjaer T, Waldman FM, Wolf H, Celis JE (2002) Genome-wide study of gene copy numbers, transcripts, and protein levels in pairs of non-invasive and invasive human transitional cell carcinomas. *Mol Cell Proteomics* **1:** 37-45

How the deposited data were processed for this re-analysis (not part of the article)

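The deposited data are 9 single-colour Agilent microarrays of zebrafish cerebellum, 1 for the uninjured control and 1 for each of 8 time points from 0.25 to 28 dpl, each made from RNA of 8 pooled cerebella. The authors read the arrays with Feature Extraction 10.5.1.1, and the deposited values are intensities (processed signal) that this software background subtracted and detrended within each array, with no scaling between arrays. The authors' combined table holds the same intensities to 3 significant digits. The software's calls of spots well above background and of outlying spots were read from the same files.

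Of 43603 different probes, 43571 were kept and 32 were dropped because they were an outlying spot on an array. No spot other than controls was saturated. A probe took its gene name from its transcript accession (18136 probes), its current symbol (941), a synonym that belongs to 1 gene (494) or the authors' own name for it (675), and 23325 probes had no gene symbol. Of the latter, 21335 were well above background on at least 1 array. In 4687 genes with several probes the brightest was used. The other 5923 probes of these genes had a median correlation of 0.765 with it over the arrays, and 616 had a negative one. Intensities were divided by the array's 75th percentile and log2 transformed, and 13765 genes with a probe well above background on at least 1 array were analysed. No columns without a sample were used. Between 83.18% and 92.71% of spots per array were well above background. With 1 array per time point, the spread between animals is not known, and the number of arrays limits the precision.

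Ratios to control were counted at the paper's thresholds, at least 1.5-fold or at most 0.67-fold, where the probe was well above background on at least 1 of both arrays, with no test. Genes along the movement index were tested with limma 3.58.1 in R 4.3.3 (linear fit and empirical Bayes, two-sided, Benjamini-Hochberg adjusted p under 0.05), with the index read by eye from Fig. 3E. The same test compared 3 arrays at 1 to 6 dpl with 4 arrays at 10 to 28 dpl. Time points within a period are not replicates of a condition, so their spread serves as the error, and the periods were set after the paper's figures had been seen. Profiles were assigned as in the Short Time-series Expression Miner, with 50 model profiles, a maximum unit change of 2 and 50 permutations of the time order. Correlations of a group's mean profile with the index used exact permutation tests, two-sided, in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6, and 3 relations form a family.

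The 45 gene lists, 39 written before the data were examined and 6 taken from the paper, were tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the lists, and again with an estimated correlation and with fry. A list's median ratio at each time point was ranked among 10000 random lists of the same size drawn from 20 bins of mean expression. The 6 lists from the paper rest on these arrays and are not independent evidence. The genes named in the text are those the paper names, the 10 largest rises and falls among genes past the test and well above background on all arrays, the 10 highest and lowest ratios at 0.25 dpl, and up to 4 members of a list, its largest values past the test or else its brightest members. Gene names that are only placeholders were not counted as named genes in this rule, a reading made after the data were seen. Members of group A named by their ratio at 0.25 dpl, and the genes named for the immune and interferon peaks, were chosen after their values were seen. Some results that this rule would include are not reported here.

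Alternatives set before the data were examined were median centring, quantile normalization, normexp background correction with an offset of 50, the authors' combined table without scaling, a filter for probes well above background on all 9 arrays, no filter on dim probes, the mean of a gene's probes, ratios on the log2 scale for the profiles, thresholds of 2-fold and 0.5-fold, the index of the nearest day, slide as a block, limma's trend with robust estimation, other periods (1 to 10 and 15 to 28 dpl) with and without slide as a block, the other list tests and leaving out each array in turn. Probes without a gene name, and 28 dpl as the reference, were added after the data were seen. With slide as a block, the control array, alone on its slide, has no weight in slopes on the index. Camera was then run at the preset correlation only, so the p-values of lists with that block do not allow for an estimated correlation.

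The tests were tested on simulated data with 200 changed genes among 13765. Along the index, 64.2% of genes changed by 1 on the log2 scale, 92.5% of those changed by 2 and 100% of those changed by 4 were recovered, and 11 unchanged genes were called. Between the periods, 71.6%, 97% and 97% were recovered and 12 unchanged genes were called. Camera found the planted list and called 0 of 40 others. The simulated genes varied independently, so this cannot show how camera behaves with correlated genes. Of random lists, 4.0% lay beyond the 2.5 and 97.5 percentiles. The exact permutation test gave the p-values of scipy. The protein interaction network was not rebuilt, since the deposited list of its interactions is incomplete in the supplement at hand, and the behavioral, histological and cell count data were not analysed here.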

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

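All the tests of explanations in this part were chosen after the results were seen, and the gene lists chosen as outside the paper's discussion were set after the list values were seen. Among 67 groups of 4 arrays at 10 to 28 dpl, 3 held an outlying array, where chance gives about 1 in 20 groups. At 10 dpl, the Fig. 8B PI3K-AKT genes had a median log2 ratio of 0.116, against 0.051 at 15 dpl, 0.051 at 21 dpl and 0.058 at 28 dpl. Erythrocyte genes had 0.495 at 10 dpl, against −0.138, −0.115 and −0.109 at the later times. At 28 dpl, cand2 had 1.607, against 1.321 at 10 dpl, 1.316 at 15 dpl and 1.329 at 21 dpl.

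Markers of several cell types and responses, which the paper's text leaves out or treats only in general terms, stood far above control. Microglia and macrophage markers had a median log2 ratio of 2.023 at 3 dpl, neutrophil markers 1.53 at 1 dpl, immediate early genes 1.377 at 0.25 dpl, and genes of the interferon response and antigen presentation 2.732 at 6 dpl. At 6 dpl the antiviral gene isg15 had 7.27, the transcription factor irf7 5.34 and rsad2 2.95, against 1.71, 0.88 and 0.97 at 10 dpl, and no test was possible on 1 array.

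The first pattern is that cell cycle genes (median slope 0.705) and microglia markers (1.598) had positive median slopes on the movement index. Slide as the whole cause is argued against: with slide as a block and each array left out in turn, the lowest median slope was 0.764 for the cell cycle list and 0.693 for the microglia list. Array scaling is argued against for the cell cycle list, whose lowest median slope under other scalings was 0.629. Time since the lesion and movement cannot be told apart, since over the 7 arrays from 1 dpl on the index and the day had a Pearson's r of −0.898 (exact permutation p = 0.00714) and a Spearman's rho of −0.929 (exact permutation p = 0.00675). A direct link between proliferation or microglia and swimming may exist, but neither list was called by camera with an estimated correlation. Fry called both (adjusted p = 0.0228 for the cell cycle list and 0.0078 for the microglia list), which does not separate movement from time either.

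The second pattern is a set of 6 genes, acd, angpt2b, cand2, drll.1, ripor2 and uck1, that stepped by at least 1 on the log2 scale between 6 and 10 dpl and varied by less than 0.5 on either side. For example, uck1 lay between 10.83 and 10.95 on slide 1 and between 12.15 and 12.27 on slide 2, with 11.24 on the control array. A slide effect or another group of fish may account for such steps, but among 12716 genes the same criteria found 5 genes between 1 and 3 dpl, where no slide changes, and at most 1 at the other boundaries tested. The control array, on a slide of its own, lay a median of 0.21 from slide 1, so slide, fish and a switch after 6 dpl cannot be told apart.

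The third pattern is that the yolk precursor vtg1 had a log2 signal of 13.12 on the control array and at most 5.71 on any other, although the fish were male. Array scaling is argued against, since the fold over the highest other array was at least 61.9 under the other scalings. The highest correlation of the control array with another array was 0.9843 and its lowest 0.978. The lowest among the others was 0.9709, between 0.25 and 6 dpl. This argues at most against a control array made wholly of another tissue. It sets a highest value against a lowest one, so it cannot exclude some other tissue in the control pool. RNA of liver, perhaps from 1 animal of the pool, stays open: of 25 liver transcripts not looked at before, 7 were highest on the control array where 3.8 were expected from the share of all genes (15.3%, a baseline chosen after the result was seen). The median difference was 0.325, and the liver genes fgb (−0.313) and cp (−0.258) were not higher on the control array than the median of the others. No biological explanation, such as estrogen exposure of the control fish or a female in the pool, was tested.

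Chance alone is argued against for both main counts only if the arrays could be swapped freely, and the tests share the limits of the designs. The arrays follow each other in time, so a smooth change over time could also give more genes than shuffled arrays. Of 35 splits of the 7 arrays into 3 and 4, 1, the real one, gave as many genes as the 1604 between the periods, with a highest other count of 2, but the real split also follows the slides. Of 100 orders of the 9 arrays, 1, the real one, gave as many genes as the 351 along the index, with a highest other count of 148, but these orders mix the slides, and with slide as a block 1 rise and 0 falls were left. That block also takes away the weight of the control array, and leaving out the control array alone left 7 rises and 0 falls. The shuffled order with 148 genes had a Spearman's rho of −0.233 with the index, so many genes can pass without following it.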

How the results depend on the processing

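The alternatives added after the data were seen are the probes without a gene name and the 28 dpl array as the reference. No paired analysis was possible because each time point has 1 array. Gene counts moved with many settings, the tested directions of called lists with few; where no reason is given, the cause was not tested. Signal over background left 13765 of 14090 genes. Counts at an unadjusted p under 0.05 include genes that pass by chance, and no such count was made for shuffled arrays.

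Past the fold thresholds were 3877 genes with normexp (2548 higher and 1620 lower), 2668 at 2-fold (1985 and 811, stricter by construction) and 11452 of the 21335 probes without a gene name (8142 higher). The authors' unscaled table gave 6743 higher and 1454 lower, as its values shift the median of all genes by up to 0.35 (3 dpl), and median centring shifts it by up to −0.134 (21 dpl). Against the 28 dpl array, 6449 genes passed among the 7 other injured arrays, against 6246 relative to control, and 4906 passed both. Along the index, rises numbered 496 with normexp, 1544 on the unscaled table, 168 with the index of the nearest day, 1 with slide as a block and 3 among probes without a gene name, and ranged from 6 to 360 when leaving out each array in turn. Falls numbered 21 with median centring, 75 with normexp, 19 on the unscaled table, 29 with the mean of probes, 19 with the nearest day, 0 with slide as a block (limma, 3352 genes in either direction at an unadjusted p under 0.05) and 0 among probes without a gene name (limma, 2822 at an unadjusted p under 0.05), and ranged from 0 to 83 over the left-out arrays. Between the periods, the shifted periods gave 0 higher and 2 lower genes (limma, 3138 at an unadjusted p under 0.05), and 13 and 73 with slide as a block. Among probes without a gene name, 217 were higher and 938 lower. Lower genes numbered 467 with median centring and 346 on the unscaled table, and leaving out each array gave 52 to 728 higher and 97 to 807 lower.

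Group P held 1771 genes on the unscaled table and 427 at 2-fold, group A 257 at 2-fold, and group N 219 with normexp, 71 on the unscaled table and 81 at 2-fold. On the unscaled table, group N was below the 137.0 genes expected from permuted times. The correlations of groups P and N with the index kept their sign and an exact permutation p under 0.05 under all alternatives tested, with r from 0.8736 to 0.9509 and from −0.8074 to −0.9398; within slides 1 and 2, over 4 arrays each and untested, r was 0.8573 and 0.8055 for group P and −0.7858 and −0.7332 for group N. Spearman's rho there was 0.4 and 0.8 for group P and −0.4 on both slides for group N. The genes are picked by shape on these arrays, in the main analysis or anew for each scaling, filter, probe choice and scale of ratios, so this is no independent support. Median slopes with slide as a block and each array left out in turn lay between −0.416 and −0.128 for MAPK, −0.223 and −0.054 for PI3K/AKT, −0.424 and −0.165 for receptors, −0.327 and −0.165 for cation transport, −0.234 and −0.135 for other brain regions, −0.439 and −0.194 for steroid and 0.693 and 1.849 for microglia genes. With an estimated correlation camera called 0 lists higher and 0 lower in either comparison, and fry called 5 higher and 1 lower between the periods.

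Reversed were the inflammation list along the index with slide as a block (0.027, test down), and with shifted periods and slide as a block the differences of the lists of cerebellar neurons (0.02), inflammation (−0.104), interferon (0.044), oligodendrocytes (0.164) and muscle (0.038). Genes with the opposite sign in that comparison were arhgap15 (−0.025), cenpp (0.021), phyhd1 (0.216), pomca (0.48), ripor2 (0.021), rras (−0.011), scgn (0.041) and urp2 (0.188). The mean of probes reversed adrb2b (0.015), and the filter for all 9 arrays reversed the complement list at 3 dpl (0.252, against −0.302). Of all other list values, 1650 kept their side of the threshold (with the same direction if called in the main analysis, while those not called may change sign), 96 no longer passed and 48 newly passed. For named genes, 369 values along the index kept direction and side and 314 no longer passed, between the periods 730 and 333, and at 0.25 dpl 126 ratios stayed within 1.5-fold of their value and 14 did not.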

Differences from the paper's values

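For group P, the number of genes expected by chance was 116.1 here, while the paper's is about 64 in Fig. 6, read by eye. Of the alternatives set before the data were examined, normexp (68.8) and the 2-fold thresholds (46.9) bring it within 1.5-fold of the paper's value, the latter at other thresholds than the paper's. Median centring (127.1), quantile normalization (109.6), the authors' unscaled table (142.6), the filter for all 9 arrays (103.7), no filter on dim probes (114.1), the mean of probes (114.8) and log2 ratios (119.7) do not. Normexp and the 2-fold thresholds left 3877 and 2668 genes, against 6439 in the main analysis and 5839 in the paper. Fewer genes give a smaller expected number, so neither resolves the difference. With 5568 genes, the filter for all 9 arrays still gave 103.7. The paper states that the default settings of STEM were used, without naming the values of the permutation settings.

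Of the nodes of Table S5 that could be measured, most fell into the paper's group: 44 of 50 for P, 16 of 21 for A and 11 of 12 for N. Single nodes differed. The paper lists rab43 in group A, and it was assigned to group P here, with log2 ratios of −0.07 at 0.25 dpl and 0.63 at 1 dpl. It lists ccnd1 in group P, and it was assigned to another profile here, with 0.74 at 6 dpl and 0.41 at 15 dpl, whereas cell cycle genes such as pcna and plk1 were in group P. The paper places PKB in group A, which holds for akt2l here and not for akt2 or akt3a.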

Other observations

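The test of a lower neuron share below was chosen after the result was seen. A few genes of the matrix and its receptors rose with the movement index: the integrins itga6a and itgb2 had slopes of 1.48 (standard error 0.19, adjusted p = 0.0179) and 1.48 (standard error 0.31, adjusted p = 0.045), the fibronectin fn1a 1.16 (standard error 0.22, adjusted p = 0.0352) and the kinase ilk 0.50 (standard error 0.089, adjusted p = 0.0341). Of 68 such genes, 4 rose, 0 fell and 64 did not pass (6 rose when adjusted over the list alone), with a median slope of 0.25 (camera, adjusted p = 0.00551, and adjusted p = 0.276 with an estimated correlation; with slide as a block 0.27, adjusted p = 0.154). Of 26 genes of the interferon response and antigen presentation, the immunoproteasome gene psmb9a rose (1.775, standard error 0.39, adjusted p = 0.0492), 0 fell and 25 did not pass (3 rose when adjusted over the list alone; camera, adjusted p = 9.83e-04, and adjusted p = 0.56 with an estimated correlation; with slide as a block, adjusted p = 0.539). Markers of other brain regions had a median slope of −0.31 (59 genes; 0 rose and 2 fell, gnrh2 and pomca, and 4 fell when adjusted over the list alone; camera, adjusted p = 3.15e-05, and adjusted p = 0.209 with an estimated correlation; with slide as a block −0.23, adjusted p = 0.0101), and those of hindbrain and spinal cord −0.36 (38 genes; between −0.484 and −0.152 when leaving out each array in turn; 0 rose and lbx1b fell by 0.49, standard error 0.092, adjusted p = 0.0347, also when adjusted over the list alone; camera, adjusted p = 4.09e-04, and adjusted p = 0.313 with an estimated correlation; with slide as a block −0.26, adjusted p = 0.00815, and between −0.738 and 0.004 when also leaving out each array). Skeletal muscle genes had −0.38 (28 genes; acta1b rose and 0 fell, 3 rose and 6 fell when adjusted over the list alone; camera, adjusted p = 0.0069, and adjusted p = 0.179 with an estimated correlation).

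Some stress genes were above control. The list of heat shock and unfolded protein response had a median log2 ratio of 0.355 at 0.25 dpl (10 of 29 genes at or above 1.5-fold), 0.569 at 1 dpl and −0.007 at 15 dpl, and after their values were seen the chaperones hsp70l (2.45 at 1 dpl and 2.98 at 28 dpl) and hspa5 (1.53 at 1 dpl and 0.95 at 28 dpl) were picked from the measured genes. Genes of the p53 pathway had 0.389 at 0.25 dpl (11 of 31 at or above 1.5-fold) and 0.028 at 21 dpl, with gadd45ga at 3.16 and gadd45ba at 2.10, also picked after their values were seen, and 1 of 31, baxb, rose along the index (0.86, standard error 0.14, adjusted p = 0.0303; camera for the list, adjusted p = 0.278). Oligodendrocyte genes had 0.304 at 10 dpl and −0.21 at 1 dpl (15 genes along the index; zgc:153981 fell; camera, adjusted p = 0.392). The circadian repressor nr1d1, picked after its values were seen, had 0.23 at 0.25 dpl and 3.82 at 28 dpl. Of the 29 circadian genes, 6 were in group A, against 571 of 13765 genes overall.

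Other lists were not called along the index. Camera gave adjusted p = 0.49 for the TCA cycle (24 genes), 0.442 for the circadian clock (29), 0.992 for complement and acute phase (24), 0.0926 for heat shock (29, of which 2 rose when adjusted over the list alone), 0.652 for hypoxia and glycolysis (35) and 0.744 for erythrocytes (18), with 0 genes past limma's test over all genes in each. It gave adjusted p = 0.549 for epidermis and cornea (30 genes; agr2 rose, well above background on 6 arrays) and 0.34 for pigment cells (18 genes; tyr fell).

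A hypothesis for the fall of neuron lists beside the rise of microglia markers is a lower share of neurons alone, which would raise the markers of every other cell type alike. The lowest median slope of the microglia list when leaving out each array in turn was 1.391, while the highest among the lists of endothelium, oligodendrocytes and radial glia was 0.118, which argues against it as the whole cause. A change in microglia themselves, in number or in RNA per cell, may account for their rise and was not tested.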
